# Angiotensin II-Induced Long Non-Coding RNA *Alivec* Regulates Chondrogenesis in Vascular Smooth Muscle Cells

**DOI:** 10.3390/cells10102696

**Published:** 2021-10-09

**Authors:** Vishnu Amaram Samara, Sadhan Das, Marpadga A. Reddy, Vinay Singh Tanwar, Kenneth Stapleton, Amy Leung, Maryam Abdollahi, Rituparna Ganguly, Linda Lanting, Rama Natarajan

**Keywords:** Angiotensin II, lncRNAs, cardiovascular disease, vascular smooth muscle cells, chondrocytes, hypertension

## Abstract

Long non-coding RNAs (lncRNAs) play key roles in Angiotensin II (AngII) signaling but their role in chondrogenic transformation of vascular smooth muscle cells (VSMCs) is unknown. We describe a novel AngII-induced lncRNA *Alivec* (Angiotensin II-induced lncRNA in VSMCs eliciting chondrogenic phenotype) implicated in VSMC chondrogenesis. In rat VSMCs, *Alivec* and the nearby gene *Acan*, a chondrogenic marker, were induced by growth factors AngII and PDGF and the inflammatory cytokine TNF-α. AngII co-regulated *Alivec* and *Acan* through the activation of AngII type1 receptor signaling and Sox9, a master transcriptional regulator of chondrogenesis. *Alivec* knockdown with GapmeR antisense-oligonucleotides attenuated the expression of AngII-induced chondrogenic marker genes, including *Acan*, and inhibited the chondrogenic phenotype of VSMCs. Conversely, *Alivec* overexpression upregulated these genes and promoted chondrogenic transformation. RNA-pulldown coupled to mass-spectrometry identified Tropomyosin-3-alpha and hnRNPA2B1 proteins as *Alivec*-binding proteins in VSMCs. Furthermore, male rats with AngII-driven hypertension showed increased aortic expression of *Alivec* and *Acan*. A putative human ortholog *ALIVEC*, was induced by AngII in human VSMCs, and this locus was found to harbor the quantitative trait loci affecting blood pressure. Together, these findings suggest that AngII-regulated lncRNA *Alivec* functions, at least in part, to mediate the AngII-induced chondrogenic transformation of VSMCs implicated in vascular dysfunction and hypertension.

## 1. Introduction

Cardiovascular diseases (CVDs), such as hypertension and atherosclerosis, are leading causes of morbidity and mortality worldwide [1]. Vascular smooth muscle cells (VSMCs) in the arterial wall maintain vascular tone and blood pressure and are under the control of the renin–angiotensin system (RAS)-Angiotensin II (AngII) system. AngII, the primary effector of the RAS pathway, is a potent vasoconstrictor and regulator of blood pressure. Dysregulation of RAS or abnormal AngII signaling is implicated in hypertension and atherosclerosis [2].

In CVD or vascular injury, dysregulated growth factor and AngII signaling promotes VSMCs to switch from a contractile to synthetic phenotype [3]. The synthetic phenotype manifests in increased VSMC proliferation, hypertrophy, migration, inflammation and the key processes associated with the pathogenesis of arterial stenosis/restenosis, hypertension and atherosclerosis [4,5,6,7]. Furthermore, the synthetic VSMCs tend to transform into chondrocyte-like cells, which promotes extracellular calcium deposition and vascular dysfunction associated with these pathologies [8,9,10]. Aggrecan (Acan) is an extracellular matrix protein that is prominent in chondrocytes during cartilage formation and is upregulated in aortic VSMCs after injury [10]. The transcription factor (TF) Sox9, which regulates chondrogenesis, is associated with VSMC synthetic/chondrocyte phenotype and promotes extra-cellular matrix (ECM) alterations and calcium deposition [11]. However, the mechanisms involved in AngII-mediated phenotypic transformation of VSMC to chondrocyte-like cells are not well understood. 

Long non-coding RNAs (lncRNAs) are a group of non-coding RNAs (ncRNAs) that are more than 200 nucleotides in size and are processed like protein coding mRNAs but lack protein-coding potential [12]. LncRNAs have diverse functions and regulate gene expression at the level of transcription through the interaction with and recruitment of TFs, chromatin modifier proteins and ribonucleoproteins to specific target gene loci, or via the post-transcriptional regulation of microRNAs and signaling proteins [13]. Genome-wide association studies (GWAS) identified several single nucleotide polymorphisms (SNPs) associated with CVDs that reside in the lncRNA loci [14]. LncRNAs regulate various physiological and pathological processes [15]. In VSMCs they regulate cell proliferation, migration, reactive oxygen species (ROS) production and inflammation, key factors associated with CVDs [16,17]. We identified the first lncRNAs regulated by AngII in rat VSMCs (RVSMCs) using integrated analysis of RNA-seq data with ChIP-seq datasets from histone H3K4me3 and H3K36me3 profiling [18]. Since then, several VSMC lncRNAs such as *SENCR*, *MYOSLID* and *SMILR* were described and found to play key roles in CVDs [19,20,21]. Another abundant nuclear lncRNA, *NEAT1*, was reported to be involved in VSMC phenotypic switching [22]. We also reported that the AngII-induced lncRNA *Giver* regulated oxidative stress, inflammation and proliferation in VSMCs through epigenetic mechanisms. *Giver* was upregulated in aortas of AngII treated hypertensive mice and in individuals with hypertension [23]. Furthermore, we found that lncRNA interactions with enhancers had functional roles in AngII-induced gene expression in RVSMCs [24]. 

Herein, we identified another novel AngII-induced lncRNA and characterized its regulation and functional role in RVSMCs. We named this lncRNA *Alivec* (AngII-induced lncRNA in vascular smooth muscle cells eliciting chondrogenic phenotype). In RVSMCs, lncRNA *Alivec* and its nearby chondrogenic marker gene *Acan* were highly upregulated by AngII, a process mediated through the AngII type 1 receptor (AT1R) and Sox9, a master regulator of chondrogenesis. Functional studies indicated that *Alivec* regulated the AngII-induced expression of *Acan* and other genes associated with chondrogenesis. In addition, we found that *Alivec* interacted with the contractile protein tropomyosin-3-alpha (Tpm3) and the RNA-binding protein hnRNPA2B1. *Alivec* and *Acan* were upregulated in aortas from rats with AngII-induced hypertension. Interestingly, the analysis of a putative human *ALIVEC* locus revealed multiple quantitative trait loci (QTLs) that are potentially associated with CVD, and human VSMCs treated with AngII showed upregulation of the human ortholog. These findings indicate that the novel AngII-induced lncRNA *Alivec* drives phenotypic switching of contractile VSMCs to a chondrogenic phenotype, associated with hypertension.

## 2. Materials and Methods

### 2.1. Animal Studies

All animal studies were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the Beckman Research Institute of City of Hope. (IACUC approval number is 14002).

### 2.2. Cell Culture and Treatment

RVSMCs were isolated from de-endothelialized thoracic aortas of 12-week-old male Sprague–Dawley rats (Charles River Labs, Wilmington, MA, USA) by enzymatic digestion after removal of endothelial layers, as described [23]. Cells were cultured in M199 medium supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin antibiotics and 2.5 µg/mL plasmocin. Human VSMCs (HVSMCs) were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA) (PCS-100-012^TM^) and cultured in M231 medium with smooth muscle growth supplement (Gibco, Waltham, MA, USA). For all the experiments, RVSMCs and HVSMCs between passages 3 and 6 were used. For in vitro experiments, the complete medium was replaced with serum-free medium containing 0.2% BSA for 24 h prior to stimulation with AngII (100 nM, Bachem, Torrance, CA, USA), platelet-derived growth factor-BB (PDGF-BB, 10 ng/mL), or tumor necrosis factor-alpha TNF-α (50 ng/mL, 210-TA, R&D Systems, Minneapolis, MN, USA).

### 2.3. Treatment with Inhibitors of the AT1R and Signal Transduction Pathways

RVSMCs were treated with the signaling and pathway-specific inhibitors as described [24,25]. Briefly, RVSMCs were pre-treated with inhibitors of p38 MAP kinase (SB202190, 5 µM, Cell Signaling Technology, Danvers, MA, USA), Phospho-p42/p44 MAPK or Erk1/2 (U0126,10 µM Cell Signaling Technology), Src (PP1, 10 µM, Calbiochem, Billerica, MA, USA), JAK (Inhibitor I, 10 µM), the AT1R antagonist losartan (10 µM, Merck, Whitehouse Station, NJ, USA) or the vehicle DMSO for 1 h prior to treatment with AngII (100 nM, 3 h).

### 2.4. RNA Isolation and RT-qPCR

Total RNA was isolated from the rat aortas, RVSMCs and HVSMCs, using TRIzol and an RNeasy mini kit (Qiagen, Germantown, MD, USA). cDNA was synthesized using a high-capacity cDNA reverse transcription kit (Thermo Fisher Scientific, Carlsbad, CA, USA). RT-qPCR was performed using SYBR green master mix (Applied Biosystems, Foster City, CA, USA) and analyzed on a 7500 Fast Real Time PCR system (Thermo Fisher Scientific). Relative gene expression was analyzed using the 2 ^−ΔΔ^Ct method and normalized to *Ppia* (rat) and *GAPDH* (human), as described [23,24]. Sequences of primers used are listed in Supplementary Table S1.

### 2.5. Cellular Fractionation

Cytoplasmic and nuclear fractions from RVSMCs were purified and RNA isolated using a cellular fractionation kit (Norgen, ON, Canada). Briefly, RVSMCs were incubated on ice with cold lysis solution and centrifuged to separate cytoplasmic and nuclear components [23]. RNA was isolated from each fraction followed by RT-qPCR, as described above.

### 2.6. RNA Fluorescence In Situ Hybridization (RNA-FISH)

RNA–FISH was performed to determine the subcellular localization of *Alivec* using a ViewRNA ISH Cell Assay Kit (Affymetrix, Santa Clara, CA, USA), as described [23]. Branched DNA signal amplification probes manufactured by Affymetrix eBiosciences (Thermo Fisher Scientific) were used to target *Alivec*. RVSMCs were plated in 4-chamber slides (LAB-TEK Nunc, Rochester, NY, USA) in M199 complete medium, treated with AngII (100 nM) for 3 h and fixed with 4% formaldehyde, with probes and signal amplification reagents added. Cells stained with *Ppia* probes served as a positive control and cells without a probe served as a negative control. Images were captured with a Zeiss Observer Z1 wide-field microscope and processed using ZEN Blue software (Zeiss, Oberkochen, Germany) with settings kept constant across all the samples.

### 2.7. 5′ and 3′ Rapid Amplification of cDNA Ends (RACE)

To define the specific ends of *Alivec* transcript, 5′ and 3′ RACE-PCRs were performed using a FirstChoice RLM-RACE kit (Thermo Fisher Scientific). The PCR products were Sanger sequenced and, using SnapGene software (GSL Biotech, Chicago, IL, USA), the sequences aligned to the *Alivec* genomic locus to define the ends. The coding potential of the full length *Alivec* sequence was determined using the coding potential calculator tool web-based portal version 2.0 (CPC2) [26].

### 2.8. In Vitro Transcription and Translation

The complete *Alivec* cDNA sequence (Supplementary Table S2) was synthesized and cloned into pcDNA3.1+ vector (Thermo Fisher Scientific) by a commercial vendor (Vector Builder Inc, Chicago, IL, USA) to generate a pcDNA3.1-*Alivec* construct. Then, the linearized pcDNA3.1-*Alivec* construct was subjected to in vitro transcription and translation assays to verify the coding potential of *Alivec* using the T7 TNT quick coupled transcription/translation system (Promega, Madison, WI, USA). Control pcDNA3.1 plasmid with luciferase expressing from the T7 promoter was used as a positive control and no plasmid template (Thermo Fisher Scientific) was used as a negative control. The translation products from these reactions were loaded on to SDS-PAGE gel and then transferred onto a positively charged nylon membrane. Protein products were detected with a streptavidin antibody and western blue reagent (Promega).

### 2.9. Transient Transfection of RVSMCs with Plasmids, GapmeRs and siRNAs

RVSMCs were transiently transfected with antisense-locked nucleic acid (LNA)-modified GapmeRs (100 nM), targeting *Alivec* (*Alivec*Gap) or a non-targeting control (NCGap) obtained from Qiagen, and small interfering RNAs (siRNAs, 10 nM) targeting Sox9 or the control non-targeting siRNAs (Horizon, Lafayette, CO, USA) using Lipofectamine RNAiMax (Thermo Fisher Scientific), as described [23]. Transfected cells were serum depleted for 24 h prior to the AngII treatment (100 nM, 3 h) and RNA was collected 48–72 h after transfection. RVSMCs were transiently transfected with expression plasmids for *Alivec* and pcDNA-Sox9 (a kind gift from Maike Sander, UCSD, San Diego, CA, USA) using Lipofectamine 3000 transfection reagent (Thermo Fisher Scientific). Sequences of siRNAs and GapmeRs used in this study are listed in Supplementary Table S3.

### 2.10. Affymetrix Gene Array Analyses 

Microarray hybridization, data acquisition and the initial analysis were performed by the Integrative Genomics Core of City of Hope. Biotinylated cDNA derived from total RNA was hybridized with the Clariom S Assay GeneChip array for rat transcriptome wide gene expression profiling (Thermo Fisher Scientific). Three independent replicates were performed for each group of samples. Raw intensity data in CEL file format were imported into the Partek Genomics Suite (version 6.6, Partek Inc., St. Louis, MO, USA) and preprocessed and normalized using the Robust Multichip Average method. The probe sets with no or low expression (normalized log2 signal intensity less than 6) were removed from further analysis. Comparisons between NCGap and *Alivec*Gap transfected at the basal level and AngII-treated RVSMCs were performed using the analysis of variance method in Partek. Statistically significant differentially expressed genes (DEG) were defined using the criteria of absolute fold change ≥1.20 and a *p*-value of <0.05. Biological functions and network analysis of DEG was carried out with TOPPGENE, DAVID and KEGG pathway tools. Transcription Factor Affinity Prediction (TRAP) web tools were used for analyzing the TF-binding motifs.

### 2.11. Identification of Rat lncRNA Alivec

Publicly available RNA-seq data (GSE38056) and ChIP-seq data (GSE95067), previously published by our laboratory [18,24], were used to identify lncRNA *Alivec* and the enrichment of H3K27ac overlapping *Alivec* locus in rat VSMCs. The RNAseq data from rat VSMCs treated ± AngII for 3 h were aligned to rat genome assembly rn4 (Baylor 3.4/rn4) with spliced transcript alignment to a reference (STAR, version 2.6.0.a) aligner tool using default parameters. Integrative Genomics Viewer was used to visualize the RNA-seq and ChIP-seq datasets.

### 2.12. Alcian Blue Staining to Determine Chondrogenic Phenotype 

Following knockdown and the overexpression of *Alivec*, RVSMCs were incubated overnight with 0.1% alcian blue (Sigma-Aldrich, Burlington, MA, USA) in 0.1 M HCl. Cells were washed, bound and stain extracted with 6 M guanidinium hydrochloride for 8 h, with the absorbance read at 620 nm [27].

### 2.13. AngII-Infused Rat Model of Hypertension and Vasculopathy

Osmotic minipumps (Alzet model 2002, Cupertino, CA, USA) filled with AngII or vehicles were implanted subcutaneously in 12-week-old male Sprague–Dawley rats (3 rats/group). AngII was delivered at a rate of 200 ng/kg/min for 28 days [28]. During the final week of the experiment, blood pressure was measured using a tail cuff system (Visitech, Apex, NC, USA). At the end of the experiment, rats were humanely euthanized by CO_2_ and aortas harvested for RNA isolation and immunohistochemistry.

### 2.14. Tissue Staining and Immunohistochemistry

Aortas from AngII- and PBS-infused rats were fixed in 10% formalin, dehydrated using a series of alcohol levels (70%, 80%, 90%, and 100%), embedded in paraffin and sectioned (5 µm thickness) with a microtome. Sections were rehydrated and boiled in retrieval solution (Tris pH 6.0), cooled to room temperature for 20 min and placed in Tris-buffer saline-Tween (TBST). The slides were then incubated with a peroxidase block solution (3% H_2_O_2_). Non-specific binding was prevented by incubation in a blocking reagent (10% normal goat serum) for 20 min. Slides were then incubated with primary antibodies overnight at 4 °C. The primary antibodies used were Anti-alpha smooth muscle actin (alpha-SMA, Abcam, 1:1000 dilution), anti-transgelin (SM22), Proteintech, rabbit polyclonal, 1:50 dilution), anti-Runx1 (Proteintech, rabbit polyclonal, 1:1000 dilution) and anti-Aggrecan (Acan, Proteintech, rabbit polyclonal, 1:800 dilution) (Supplementary Table S4). The slides were washed 3 times in TBST and incubated with a secondary antibody (Vector Laboratories, 1:200) for 1 h at room temperature. The slides were washed 3 times in TBST and incubated with Vectastain ABC reagent (Vector Laboratories, Burlingame, CA, USA) for 30 min. To develop the color, the slides were incubated with 3, 3′-diaminobenzidine (DAB) substrates for 1–2 min. The slides were then counterstained with hematoxylin and mounted with coverslips. All slides were examined by light microscopy (X200) (Keyence, Osaka, Japan). 

### 2.15. Alivec RNA-Pulldown and Mass Spectrometry

*Alivec* RNA-pulldown assays were performed with lysates from RVSMCs treated with AngII, using published methods with some modifications [29]. The *Alivec*-expressing plasmid, pcDNA-Alivec, was used as a template in an in vitro transcription kit (Roche) to generate *Alivec* RNA. *Alivec* RNA or polyA RNA (the negative control) were biotin-labeled using an RNA 3′ Desthiobiotinylation Kit (Thermo Fisher Scientific). RNA-pulldown assays were performed using the Pierce Magnetic RNA–protein pulldown kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, protein lysates (100 µg) from RVSMCs, treated with AngII (100 ng/mL, 3 h), were incubated with biotin-labeled *Alivec* or polyA RNA probes (100 pmol) and yeast tRNA (30 µg) at 4 °C for 2 h. The bound RNA–protein complexes were incubated with streptavidin beads for 2 more hours. The complexes were washed 5 times to remove non-specific binding proteins. Proteins were eluted using TRIS buffer and subjected to mass spectrometry (MS) analysis at the City of Hope Proteomics Core. The scaffold tool (Proteome Software Inc, Portland, OR, USA) was used to identify and validate the MS/MS-based peptides. Protein identifications were accepted if they contained at least 2 identified peptides and could be established with a minimum of 99.0% probability with the Scaffold local FDR algorithm. For validation of mass spectrometry results, eluted proteins were analyzed by Western blotting with antibodies against hnRNPA2B1 (1:1000) (Origene, Rockville, MD, USA) and Tpm3 (1:1000) (Genetex, Irvine, CA, USA) (ST III). 

### 2.16. UV-RNA Immunoprecipitation (RIP) Assay

The assay was performed as described [30]. Briefly, 1.0 × 10^7^ RVSMCs treated with AngII for 3 h were cross-linked with UV light using Stratalinker (1200 µjoules/cm^2^) and lysed with lysis buffer. The lysates were diluted in RIP buffer and incubated with 5 µg each of anti-Tpm3 (Genetex) or rabbit IgG as the controls. The antibody-bound RNA–protein complexes were captured on magnetic protein G beads and bound RNA was isolated, followed by an RT-qPCR analysis. 

### 2.17. Data Deposition

Affymetrix data are deposited in the Gene Expression Omnibus (accession number: GSE183857).

### 2.18. Statistical Analysis

All experiments were performed at least 3 times unless otherwise mentioned in the figure legend. Data were analyzed using GraphPad PRISM 8 (GraphPad, San Diego, CA, USA). The data were represented as the mean ± standard deviation (SD). A *p*-value <0.05 was considered statistically significant based on unpaired two-tailed *t*-tests for two groups and one-way ANOVA with Dunnett’s or Tukey’s multiple comparison tests for multiple groups. Normal data distributions were confirmed using the Shapiro–Wilk normality test.

## 3. Results

### 3.1. Alivec Is an AngII-Induced lncRNA Adjacent to Chondrogenic Gene Acan in RVSMCs

We analyzed RNA-seq data previously generated in our laboratory from RVSMCs treated with AngII (100 nM, 3 h) [18] using STAR aligner and observed that a previously identified novel lncRNA (*lnc Ang26*), which we named *Alivec*, was highly induced by AngII (Figure 1A). To further characterize the *Alivec* locus, we integrated the RNA-seq data with histone H3K27ac (enhancer mark) ChIP-seq data from AngII treated RVSMCs [24]. Combined RNA-seq and ChIP-seq data showed that the lncRNA *Alivec* locus overlaps with an AngII-induced H3K27ac enriched region (Figure 1B). *Alivec* has 3 exons and the gene is located on rat chromosome 1 adjacent (117 kb distance) to the protein-coding gene *Acan* (Figure 1B). RNA-seq analyses also showed that the expression of the nearby gene *Acan*, was likewise increased by AngII. Furthermore, RT-qPCR validation showed that RVSMCs exposed to AngII displayed marked induction of *Alivec* expression (up to 30-fold) within 3 h of treatment; this persisted even at 6 h compared to the control cells (Figure 1C). Under the same conditions, the induction of *Acan* was also observed (Figure 1D), suggesting a potential role for *Alivec* in the regulation of *Acan* expression by AngII. This was interesting, as *Acan* codes for the protein aggrecan, which is known to be induced by growth factors and cytokines and is also a key biomarker of chondrogenesis associated with VSMC dysfunction in CVDs [31]. 

Next, we performed experiments to further characterize *Alivec*. Rapid amplification of cDNA end (RACE)-PCR experiments verified the 5′ and 3′ ends of *Alivec* and defined the total transcript size to be 2275 nucleotides (Supplementary Figure S1A,B and Supplementary Table S2). Considering the localization of lncRNAs in the nucleus or cytoplasm can determine their functions, [32] we examined the cellular localization of lncRNA *Alivec*. In AngII-treated RVSMCs, sub-cellular fractionation followed by RT-qPCR showed that *Alivec* is distributed in the nucleus and cytosol (Figure 1E). *Ppia* and a lncRNA *Neat1* served as controls for cytoplasmic and nuclear fractions, respectively (Figure 1E). RNA–FISH experiments with branched DNA probes, further confirming nuclear and cytoplasmic localization of *Alivec*, as indicated by the presence of distinct spots/foci distributed in both compartments (Figure 1F). These spots were not visible in the absence of the probes (Supplementary Figure S1C). The protein-coding potential analysis of *Alivec* (coding potential calculator version 2.0, CPC2) showed that it had a coding probability of 0.31, classifying it as a non-coding transcript. The lack of coding potential was confirmed by in vitro transcription/translation assays using pcDNA *Alivec* plasmids, which showed no detectable peptide product from *Alivec*, as compared to the positive luciferase control (Supplementary Figure S1D,E). Together, these results indicate that *Alivec* is an AngII-induced lncRNA in RVSMCs. 

### 3.2. AngII-induces Alivec and Acan Expression via Activation of AT1R and Src Kinase

AngII, through the activation of AT1R, induces multiple signaling pathways to regulate downstream gene expression and alter VSMC function [2]. To elucidate the role of AT1R signaling in regulating *Alivec* and *Acan* expression, we pre-treated RVSMCs with the AT1R antagonist, losartan (10 µM, 30 min), followed by AngII (100 nM). Losartan abrogated the AngII-mediated induction of *Alivec* (Figure 2A). *Acan* expression was also attenuated by losartan (Figure 2B). Pre-treatment of RVSMCs for 30 min with specific inhibitors of key signaling kinases, ERK1/2 (U0126, 10 µM) and Src (PP1,10 µM), significantly reduced AngII-induced *Alivec* expression. Conversely, inhibitors of the p38 MAP kinase (SB202190, 5 µM) and JAK (Inhibitor I, 10 µM), had minimal effect on *Alivec* expression (Figure 2C). Interestingly, the AngII-mediated induction of *Acan* was significantly suppressed by inhibition of the Src kinase, and to a lesser extent, by inhibitors of ERK1/2 and JAK (Figure 2D). These results demonstrate key roles of AT1R signaling and downstream kinases in the regulation of *Alivec* and *Acan* in RVSMCs.

We also determined if *Alivec* is induced by other VSMC growth factors, such as PDGF, and the inflammatory cytokine TNF-α. RVSMCs treated with PDGF (10 ng/mL) and TNF-α (10 ng/ml, 3 and 6 h) showed increased *Alivec* and *Acan* mRNA levels, although with varying kinetics (Figure 2E–H) suggesting a general effect. Together, these results show that *Alivec* and *Acan* are upregulated by not only AngII, but by other growth factors and inflammatory cytokines that might co-operate to augment VSMC dysfunction upon vascular injury.

### 3.3. Alivec Knockdown Attenuates AngII-Induced Upregulation of Genes Associated with Chondrogenesis

AngII regulates the expression of inflammatory, fibrotic and calcification-related genes in VSMC [2]. To further characterize the role of *Alivec* in the regulation of AngII-induced gene expression in RVSMCs, a locked nucleic acid (LNA)-modified anti-sense oligonucleotide (ASO) GapmeRs-mediated knockdown of *Alivec* was performed. Three GapmeRs targeting *Alivec* were tested to assess their efficacy in RVSMCs (Supplementary Figure S2A). Results showed that GapmeR3 (denoted as *Alivec*Gap) achieved maximum reduction (~60%) in AngII-induced *Alivec* expression, as compared to the control GapmeR (NCGap) (Figure 3A and Supplementary Figure S2B). RVSMCs were transfected with *Alivec*Gap or NCGap and treated with or without AngII. 

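RVSMCs were transfected with a GapmeR, an antisense oligonucleotide that directs cleavage of its target RNA, against *Alivec* (*Alivec*Gap) or with a non-targeting control (NCGap), each at 100 nM, and were then given 100 nM AngII for 3 h or PBS. The labels give 48 h of transfection, and the methods give collection of RNA 48 to 72 h after it. Each of the 4 groups (NCGap with PBS, *Alivec*Gap with PBS, NCGap with AngII and *Alivec*Gap with AngII) had 3 arrays, numbered as replicates. The deposited values are log2 signals normalized by the authors with the Robust Multichip Average method from Clariom S rat arrays. They cover 23188 probe sets, of which 14796 had a log2 signal of at least 6 on at least 3 of the 12 arrays and were tested, 10191 of them with a gene name. AngII separated the arrays along the first principal component, which held 63.9% of the variance, and the correlation across probe sets was 0.992 to 0.995 within a group and 0.982 to 0.988 between AngII and PBS arrays. The median SD of a gene over the replicates of a group was 0.123 on the log2 scale, and the number of arrays limits the precision. *Alivec* itself, *Sox9*, *H19* and *Neat1* have no named probe set. Whether any of the 8139 probe sets without a gene name covers *Alivec* was not checked, so its knockdown was not measured here on the arrays.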

RNA extracted from these cells was subjected to microarray expression profiling (Supplementary Figure S3A,B). After *Alivec* knockdown, we identified 1169 differentially expressed genes in untreated RVSMCs (676 downregulated and 493 upregulated), and 1294 differentially expressed genes in AngII-treated RVSMCs (664 downregulated and 630 upregulated), which included several chondrogenic genes (Figure 3B). 

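With AngII, *Cacnb2*, which encodes a subunit of voltage-gated calcium channels, fell after *Alivec*Gap to 0.513 of its level with NCGap (log2 fold change -0.96, standard error 0.0823, n = 3 arrays per group, adjusted p = 8.8e-04 from limma). *Plxdc2*, which encodes a membrane protein with a plexin domain, fell by 0.77 on the log2 scale with AngII (adjusted p = 0.0015) and by 0.72 with PBS (adjusted p = 0.0045). *Grik2*, a kainate receptor subunit, fell by 0.77 and *Map2*, a microtubule-associated protein, by 0.70 with AngII. *Gda*, guanine deaminase, rose with AngII from a log2 signal of 5.28, under the 6 of the filter, to 6.09 (adjusted p = 0.0011). *Gpnmb*, a membrane glycoprotein, rose 1.74-fold and *Cp*, ceruloplasmin, 1.84-fold with AngII, and *Mnda*, an interferon-inducible nuclear protein, rose at least 2.37-fold with PBS (adjusted p = 0.0167), its signal with NCGap being under log2 6. At a fold change of at least 1.20 and an unadjusted p under 0.05, the thresholds of the study, 398 probe sets were lower and 331 higher with PBS, and 480 were lower and 423 higher with AngII. At an adjusted p under 0.05, 30 were lower and 29 higher with PBS, and 71 were lower and 50 higher with AngII. Of the 30 and 71 lower probe sets, 13 were shared, where 0.144 would be if the calls were independent, and of the 29 and 50 higher ones 10 were shared, where 0.098 would be. The 2 comparisons share 1 estimate of the spread of each gene, so the calls are not independent and these counts do not test the excess. *Cacnb2*, *Plxdc2*, *Grik2* and *Map2* each span at least 100 kb in GRCr8, as did 45.4% of the 324 named genes lower with AngII at the study thresholds, 8.23% of the 316 higher ones and 11.0% of all tested named genes. Among 12 markers of adventitial fibroblasts, *Dcn*, the proteoglycan decorin, rose by 0.58 and *Mfap5*, a microfibril protein, by 0.49 on the log2 scale with AngII, and 3 were higher and 1 lower at the study thresholds. The list was higher in camera with AngII (adjusted p = 0.0158, and adjusted p = 0.142 with an estimated correlation) and did not pass with PBS (adjusted p = 0.636). Which direction held more probe sets at the study thresholds turned under other settings, with AngII to 429 lower and 467 higher with centred arrays and with PBS to 647 and 684 without NCGap PBS replicate 3, as it did at an adjusted p under 0.05 with AngII to 26 and 34 without NCGap AngII replicate 3, and at the study thresholds to 162 and 220 with PBS and 177 and 291 with AngII without genes of at least 100 kb and unnamed probe sets, a setting added after the data were seen. Long genes were a larger share of the lower genes than of the higher ones. The turn without them is therefore no separate check of the direction. The counts at the study thresholds without the filter on low signal were 1163 with PBS and 1367 with AngII, and with 1 array left out at a time those at an adjusted p under 0.05 ranged from 3 (without NCGap PBS replicate 1) to 106 (without NCGap PBS replicate 3) with PBS and from 18 (without *Alivec*Gap AngII replicate 1) to 156 with AngII.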

Gene ontology (GO) analysis of downregulated genes showed enrichment of biological processes, such as cell adhesion and the circulatory system (Figure 3C), which are important functions of VSMC and the cardiovascular system. 

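Of 53 tested genes of cell adhesion, 8 were lower and 1 was higher with *Alivec*Gap and AngII at the study thresholds. *Cdh11*, a cadherin of mesenchymal cells, fell by 0.56 on the log2 scale (standard error 0.0809, adjusted p = 0.0118), *Itga1*, the collagen-binding integrin subunit, by 0.43 (adjusted p = 0.0265) and *Pcdh18*, a protocadherin, by 0.40 (adjusted p = 0.0426). These 3 passed an adjusted p under 0.05 over all genes, and 7 were lower when adjusted over the list alone. Of 41 tested genes of the heart and blood circulation, 6 were lower and 1 was higher, 1 lower gene (*Cacnb2*) passed over all genes and 5 were lower when adjusted over the list alone. *Cacna1c*, the pore subunit of the L-type calcium channel, had a log2 fold change of -0.40 (adjusted p = 0.0593), and *Casq2*, a calcium-binding protein of the sarcoplasmic reticulum, -0.23 (adjusted p = 0.126). Among the lower genes at the study thresholds, the adhesion list was over-represented (one-sided Fisher's exact test, adjusted p = 0.0030), as was the circulation list (adjusted p = 0.0143). With PBS, the same test gave an adjusted p of 0.0439 for each of the 2 lists. Of 28 genes of sodium ion transport, 2 were lower, among them the bicarbonate cotransporter *Slc4a4* (log2 fold change -0.36, adjusted p = 0.0265), and 2 were higher (Fisher's exact test, adjusted p = 0.463). Over the whole lists, camera gave an adjusted p of 0.238 for cell adhesion (adjusted p = 0.759 with an estimated correlation) and 0.0074 for the circulation list (adjusted p = 0.0761 with an estimated correlation). *Cdh11*, *Itga1*, *Cacna1c* and *Slc4a4* span at least 100 kb, as do 26.4% of the tested adhesion genes.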

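*Prkg1*, the cGMP-dependent protein kinase of smooth muscle, fell with *Alivec*Gap and AngII to 0.572 of its level with NCGap (log2 fold change -0.81, standard error 0.102, n = 3 arrays per group, adjusted p = 0.0046 from limma). It belongs both to a list of 75 tested genes of vascular smooth muscle contraction, of which 5 were lower and 1 was higher at the study thresholds, and to a list of 66 genes of cGMP signaling, of which 4 were lower and 3 higher. When adjusted over the list alone, 4 genes of contraction and 3 of cGMP signaling were lower and none was higher. *Plcb4*, a phospholipase C, had a log2 fold change of -0.42 (adjusted p = 0.0680), *Pde3b*, a cyclic nucleotide phosphodiesterase, -0.41 (adjusted p = 0.0593) and *Agtr1a*, the AngII receptor, -0.37 (adjusted p = 0.0805). Of 13 genes of mucin type O-glycan biosynthesis, the galactosaminyltransferase *Galnt13* was lower at the study thresholds (log2 fold change -0.43, adjusted p = 0.0594) and the sialyltransferase *St3gal1* was higher (0.29, adjusted p = 0.306). In a one-sided Fisher's exact test among the lower genes, the adjusted p was 0.223 for contraction, 0.356 for cGMP signaling and 0.571 for O-glycan biosynthesis. A separate list of 30 contractile genes was lower in camera (adjusted p = 0.0200, and adjusted p = 0.518 with an estimated correlation), with 3 genes lower and 0 higher at the study thresholds, 2 lower when adjusted over the list alone, and a log2 fold change of -0.26 (adjusted p = 0.0883) for *Cnn1*, the actin-binding protein calponin. *Prkg1*, *Plcb4*, *Pde3b* and *Galnt13* span at least 100 kb.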

The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed enrichment of pathways involved in mucin type O-glycan biosynthesis, nitric oxide second messenger cGMP signaling and vascular smooth muscle contraction (Figure 3D) that could be associated with VSMC functions and hypertension. 

RT-qPCR validation of microarray data confirmed downregulation of *Acan* and several other chondrogenic genes, including *Tnfaip6*, *Runx1*, *Olr1* and *Spp1* (Figure 3E–I), after *Alivec* knockdown in RVSMCs. In addition, *Acan* downregulation is consistent with the known role of lncRNAs in regulating adjacent genes (Figure 3B). 

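On the arrays with AngII, *Acan*, which encodes the cartilage proteoglycan aggrecan, had a log2 signal of 9.79 ± 0.0243 (SD, n = 3) with NCGap and 9.52 ± 0.0750 (SD, n = 3) with *Alivec*Gap. *Tnfaip6*, a hyaluronan-binding protein, had 9.19 ± 0.109 and 8.59 ± 0.103, and *Olr1*, the receptor for oxidized LDL, 9.33 ± 0.181 and 8.65 ± 0.158. *Runx1*, a transcription factor of chondrogenic cells that spans at least 100 kb, had 9.33 ± 0.151 and 8.74 ± 0.295, and *Spp1*, osteopontin, 11.91 ± 0.0164 and 11.53 ± 0.0723. The log2 fold changes were -0.27 for *Acan* (standard error 0.0937, adjusted p = 0.259), -0.60 for *Tnfaip6* (0.127, adjusted p = 0.0546), -0.68 for *Olr1* (0.161, adjusted p = 0.0816), -0.59 for *Runx1* (0.135, adjusted p = 0.0719) and -0.38 for *Spp1* (0.0828, adjusted p = 0.0606). With PBS, *Spp1* fell by 0.52 (adjusted p = 0.0261), and the other 4 genes did not pass either threshold. With AngII, 5 of the 5 genes were lower at the study thresholds and when adjusted over the list alone, and 0 passed an adjusted p under 0.05 from limma over all genes. For each of the 5 genes, every *Alivec*Gap array with AngII lay below every NCGap array, and chance alone gives 2 groups of 3 arrays that do not overlap, in either direction, for 10% of genes, so an exact permutation test cannot go below p = 0.1. The list as a whole was lower in camera (adjusted p = 3.8e-07, and adjusted p = 0.0457 with an estimated correlation). Under 14 other settings, some of them added after the data were seen, *Tnfaip6* passed over all genes in 10 (adjusted p from 0.0024 to 0.137), *Spp1* in 4, *Olr1* in 3 and *Acan* in 0, and *Runx1* in 1 of 13. The study chose these 5 genes on these samples, so the list is not independent evidence of its direction.

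**Figure D1:**
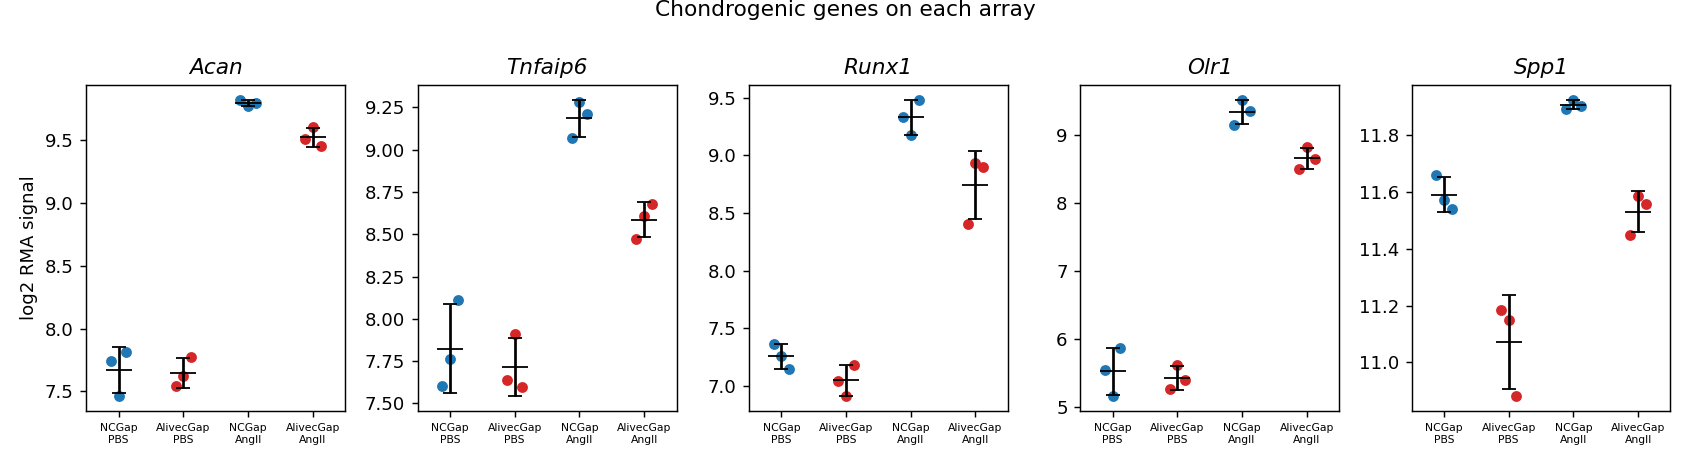
Log2 signal of *Acan*, *Tnfaip6*, *Runx1*, *Olr1* and *Spp1* on each of the 12 arrays, by group, with the mean and SD of the 3 arrays of a group and a scale of its own for each gene. With AngII, the *Alivec*Gap arrays lie below the NCGap arrays for each of the 5 genes.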

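Of the genes beside *Acan* on rat chromosome 1, 15 were tested, and 0 of these had an unadjusted p under 0.05 from limma for *Alivec*Gap against NCGap with AngII. *Isg20*, an exonuclease gene next to *Acan*, had a log2 fold change of -0.12 (adjusted p = 0.702), the lowest of the 15. *Mrps11*, a mitochondrial ribosomal protein, had 0.12 (adjusted p = 0.573) and *Det1*, a part of a ubiquitin ligase, 0.19 (adjusted p = 0.593). AngII itself raised 5 of these neighbours and lowered 3 with NCGap at an adjusted p under 0.05. *Sema4b*, a semaphorin, rose by 1.26 on the log2 scale, *Abhd2*, a hydrolase, by 0.82 and *Aen*, a nuclease induced by p53, by 0.62. The list of *Acan* with these neighbours, which was taken from the gene order in GRCr8, did not differ from other genes after the knockdown in camera (adjusted p = 0.671).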

Conversely, in gain-of-function experiments, transient overexpression of *Alivec* increased mRNA levels of *Acan*, *Runx1*, *Tnfaip6*, *Olr1* and *Runx2*, relative to the controls (Figure 4A–F). Together, these results demonstrate that lncRNA *Alivec* plays a key role in the regulation of AngII-induced chondrogenic genes in RVSMCs.

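With NCGap, AngII raised *Olr1* at least 10.1-fold, *Acan* 4.35-fold, *Runx1* 4.21-fold, *Tnfaip6* 2.57-fold and *Spp1* 1.25-fold (adjusted p from 6.8e-09 to 0.0118 from limma). With *Alivec*Gap, AngII raised *Olr1* at least 6.29-fold, *Acan* 3.67-fold, *Runx1* 3.23-fold, *Tnfaip6* 1.83-fold and *Spp1* 1.37-fold. The signals of *Olr1* with PBS lie under log2 6, so its folds are lower bounds. On the log2 scale, *Acan* kept 0.884 of its response, *Runx1* 0.817 and *Tnfaip6* 0.639, and the response of *Spp1* was 1.45 times that with NCGap. In the test of the difference between the 2 responses, adjusted over these 5 genes alone, the p was 0.0606 for *Tnfaip6* and *Olr1*, 0.110 for *Acan* and *Runx1* and 0.249 for *Spp1*. AngII with NCGap also raised *Ptgs2*, cyclooxygenase of prostaglandin synthesis, 17.6-fold, the AP-1 subunit *Fosl1* 17.0-fold, the serpin *Serpinb2* at least 7.78-fold and the kinase *Sgk1*, which spans at least 100 kb, at least 12.9-fold, and lowered *Smad9*, a transducer of BMP signaling, to at most 0.260 and *Gdf6*, a BMP ligand, to 0.175 of their levels with PBS. At an adjusted p under 0.05, 2652 probe sets were lower and 1968 higher with AngII and NCGap, and 2303 were lower and 1591 higher with AngII and *Alivec*Gap, which turned to 1842 lower and 2008 higher with centred arrays. Of 48 early response genes of AngII, 39 were higher with NCGap over all genes and 40 when adjusted over the list alone (camera, adjusted p = 2.2e-28, and adjusted p = 0.0072 with an estimated correlation). Over the 1137 probe sets that responded to AngII at least 1.5-fold in the mean of both GapmeRs, the slope of the AngII effect with *Alivec*Gap on that with NCGap was 0.883, and 72.9% had a smaller response with *Alivec*Gap. For single genes, the interaction of GapmeR and AngII gave 0 genes at an adjusted p under 0.05 from limma, also without moderation of the spread, and 814 at an unadjusted p under 0.05, where 739.8 would be by chance. Within the 1137 probe sets, 154 had an unadjusted p under 0.05, where 56.85 would be by chance, and 141 of these had a smaller response with *Alivec*Gap. Probe sets can shift together on an array, which these chance counts leave out, so they do not test the excess or its direction. With the GapmeR labels regrouped within each treatment, 35 of 100 splits, the real one included, gave as many interaction genes at the study thresholds as the real 692. The lowest slope of the other drawn splits was 0.884. Over all 200 such splits, a count added after the values were seen, 1, the real one, had a slope as low. The lowest of the others was 0.8832 against 0.8831, so chance is not firmly excluded for the slope. When adjusted over the 1137 probe sets alone, a test chosen after the values were seen, 1 passed (adjusted p = 0.0348), *Rnf144b*, a ubiquitin ligase with a larger response with *Alivec*Gap and signals under log2 6 in 3 of the 4 groups. The paper also reports the 5 chondrogenic genes as lower after knockdown of *Alivec* in RT-qPCR (Fig. 3). Its text gives higher levels of *Acan*, *Runx1*, *Tnfaip6*, *Olr1* and *Runx2* after overexpression of *Alivec*, while the legend of Fig. 4 lists *Spp1* and not *Runx2*. From the knockdown and the overexpression together, the paper concludes that *Alivec* has a key role in how AngII controls chondrogenic genes.

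**Figure D2:**
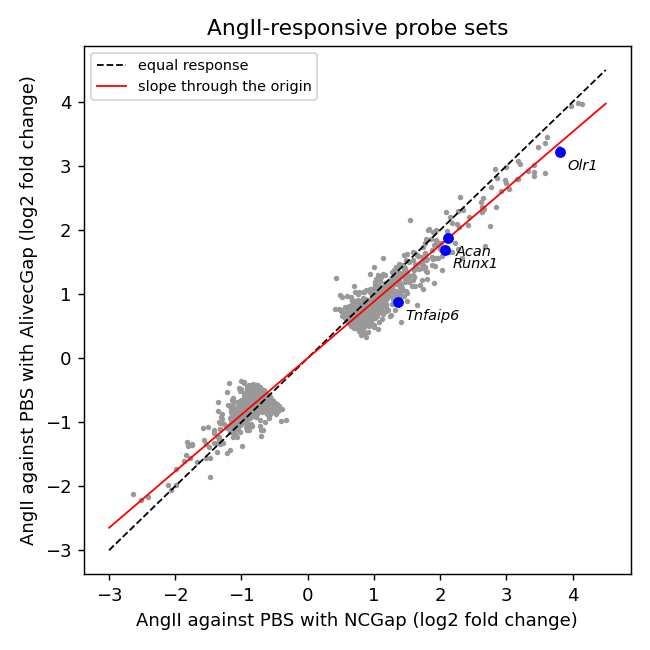
AngII effect (log2 fold change of AngII against PBS) with *Alivec*Gap against that with NCGap, for the 1137 probe sets that responded to AngII, with the line of equal responses, the line of slope 0.883 and *Olr1*, *Acan*, *Runx1* and *Tnfaip6* marked. Most points lie nearer to 0 on the *Alivec*Gap axis than on the NCGap axis.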

### 3.4. Alivec Mediates a Chondrogenic/Osteogenic Phenotype in RVSMCs 

Alcian blue stains glycosaminoglycan proteins, including aggrecan, that are associated with the ECM and chondrogenic differentiation [33]. Relative to control, AngII-treated RVSMCs showed increased alcian blue staining, and this was significantly decreased by *Alivec* knockdown with GapmeR (Figure 4G). Conversely, overexpression of *Alivec* increased alcian blue staining (Figure 4H). These data demonstrate that *Alivec* regulates expression of several AngII-induced chondrogenic genes, including nearby *Acan*, and promotes a chondrocyte phenotype in RVSMCs.

### 3.5. Transcription Factor Sox9 Controls Alivec Expression in RVSMCs

Transcription factor (TF) motif analyses of 500 bases upstream of the *Alivec* transcription start site (TSS) showed enrichment of ten TFs, including Sox9 (Figure 5A). Sox9 regulates chondrogenesis and osteogenesis in mesenchymal stem cells [34]. We examined Sox9 interaction with the *Alivec* promoter in RVSMCs transfected with a Sox9 expression plasmid (pcDNASox9) and a control vector (pcDNACtrl), using chromatin immunoprecipitation (ChIP) assays with the Sox9 antibody. ChIP-qPCR showed enrichment of Sox9 in the predicted Sox9-binding region, upstream of the *Alivec* TSS, as compared with the control pcDNACtrl plasmid-transfected cells (Figure 5B). Transfection of RVSMCs with the siRNAs targeting *Sox9* (siSox9), reduced the Sox9 protein and transcript levels in control- and AngII-treated cells (Figure 5C,D). Sox9 knockdown also decreased the AngII-induced expression of *Alivec* and *Acan* (Figure 5E,F). Conversely, the overexpression of Sox9 using the pcDNASox9 plasmid in RVSMCs increased *Alivec* and *Acan* vs. the control vector-transfected cells (Figure 5G–I). These results demonstrate that Sox9 can regulate *Alivec* and *Acan* expression in response to AngII in RVSMCs.

### 3.6. Alivec RNA Interacts with hnRNPA2B1 as well as with Tropomyosin alpha-3 Chain, a Protein with Putative Association with the Contractile Phenotype of RVSMCs

LncRNAs can regulate transcription, gene expression and cellular phenotype through interactions with proteins [35,36]. We performed RNA-pulldown assays with *Alivec*, followed by mass spectrometry, and found a number of proteins associated with *Alivec*, relative to negative control. STRING analysis demonstrated that the *Alivec* interacting proteins were associated with VSMC contractile functions, nuclear membrane organization and regulation of gene expression (Figure 6A). One of these proteins, a tropomyosin alpha-3 chain (Tpm3) [37] was noteworthy, due to the known roles of alpha-tropomyosin isoforms in VSMC contractile functions and gene regulation [38,39]. RNA–protein interaction prediction (RPISeq) software showed that the *Alivec*-Tpm3 RNA–protein interaction had a positive interaction probability of 0.75 (>0.5 considered positive). We then performed RNA-pulldown, followed by Western blot analysis, in order to validate the Tpm3 association with *Alivec* (Figure 6B), which confirmed our mass spectrometry results. Specific interaction of *Alivec* with Tpm3 was also supported by RNA-immunoprecipitation (RNA-IP), using an antibody against Tpm3. No interaction was seen with *Gapdh* mRNA and *H19* lncRNA (negative controls, Figure 6C). In addition, mass spectrometry showed that *Alivec* interacts with the RNA-binding protein, heterogeneous nuclear ribonucleoproteinA2B1 (hnRNPA2B1), which was validated by RNA-pulldown, followed by Western blotting (Figure 6B, lower panel). These results indicate that lncRNA *Alivec* mediates AngII-induced VSMC dysfunction via interaction with both cytoplasmic and nuclear proteins.

### 3.7. AngII Treatment Increases Aortic Expression of Alivec in Rats

Next, we examined whether AngII upregulates the expression of *Alivec* and *Acan* in vivo in rats. Male Sprague–Dawley rats (12-weeks-old), infused with AngII (200 ng/kg/min, four weeks), showed the expected increase in systolic blood pressure (SBP) compared to control vehicle (PBS) infused rats (Figure 7A). Aortic thickening was noted in AngII-infused animals relative to the controls (Figure 7B). Immunohistochemical staining showed marked increases in aggrecan and Runx1 proteins and decreases in the smooth muscle contractile proteins α-SMA and SM22 alpha (Figure 7B). Furthermore, mRNA levels of *Alivec*, *Acan* and *Runx1* were significantly increased in vessels from the AngII group (Figure 7C–E). 

### 3.8. The Human ALIVEC Locus Contains ACAN Regulatory Elements and a Blood Pressure Quantitative Trait Locus (QTL)

Using a syntenic approach through the UCSC genome browser LiftOver tool, we observed a putative orthologous *Alivec* locus in the human genome on chromosome 15, adjacent to *ACAN* (Figure 8A) [40]. This locus consists of an expressed sequence tag (EST) BF961603, that may represent the human ortholog, *ALIVEC* (Figure 8A). This EST is 514 nucleotides in size and does not have coding potential with a probability of 0.00511, as assessed by CPC2 analysis. Similar to the rat *Alivec* locus, the human locus has H3K27ac peaks (shaded region) that are predicted to be an *ACAN*-regulating enhancer element based on GeneHancer (GeneCards) regulatory elements in the UCSC genome browser. This enhancer locus has a higher PhyloP conservation score, suggesting a similarity between the rat and human genome [41]. The upstream genomic region of *ALIVEC*-EST possesses a SOX9-binding site similar to the *Alivec* upstream region in rats. Interestingly, the human *ALIVEC* locus is part of a QTL associated with blood pressure, identified from genetic analysis of inherited hypertension in rats and by further genome lift-over to human genomes [42]. It harbors six expression QTLs (eQTLs) that regulate ACAN expression (Figure 8A) [43]. Moreover, we found that AngII-treated human VSMCs (HVSMCs) showed increased expression of *ALIVEC* (Figure 8B) and *ACAN* (Figure 8C), relative to controls. These results suggest that the putative human *ALIVEC* gene locus and transcript have similar features and functions as the rat *Alivec*.

## 4. Discussion

LncRNAs are important regulators of VSMC function and play key roles in the development of CVDs [16,23]. Hypertensive animals show loss of a VSMC contractile phenotype and gain of a chondrogenic phenotype [44]. This study is the first to identify a lncRNA (*Alivec)* that regulates the expression of the AngII-induced genes known to be involved in the trans-differentiation of VSMCs to chondrocyte-like cells. We found that *Alivec* and its neighboring protein-coding gene *Acan* (usually associated with chondrocytes) are induced by AngII as well as by other stimuli known to promote VSMC de-differentiation. Furthermore, in RVSMCs, AngII induces *Alivec* through AT1R via Src and ERK1/2 and TF Sox9. Gain of function and knockdown approaches clearly demonstrated that *Alivec* can modulate AngII-induced chondrogenic genes. Altogether, our study suggests a role for *Alivec* in promoting the chondrogenic differentiation of VSMCs. 

Aggrecan (Acan), also known as chondroitin sulfate proteoglycan 1, is encoded by the *Acan* gene (*ACAN* in humans) [45,46]. Acan protein is an integral part of the extracellular matrix in cartilage. It is increased with vascular injury and is associated with hypertension [47,48]. TNF-α-induced protein-6 (TSG-6), a protein product of *TNFAIP6*, and ACAN protein interact to promote matrix stability [49]. The oxidized low-density lipoprotein receptor 1 (OLR1), also known as LOX1, has a pro-inflammatory role. *Olr1* is induced by AngII and is associated with phenotypic changes in VSMCs and hypertension [50,51]. Osteopontin, a multifunctional glycophosphoprotein protein, is encoded by the *SPP1* gene (secreted phosphoprotein 1). Osteopontin is produced by VSMCs, endothelial cells and macrophages, and plays an important role in physiological and pathophysiological processes, including the regulation of biomineralization and VSMC calcification [52,53,54]. The role of lncRNAs in regulating these genes in VSMCs is not known. We found that the knockdown of *Alivec* led to a reduction of AngII-induced *Alivec* and *Acan*, as well as the chondrocyte-associated genes *Tnfaip6*, *Runx1*, *Olr1* and *Spp1*. Furthermore, as indicated by alcian blue staining, AngII treatment promoted a chondrocyte-like phenotype in VSMCs, which was attenuated with *Alivec* knockdown and increased by *Alivec* overexpression, implicating a functional role for *Alivec* in chondrogenic transformation of VSMCs. 

Moreover, aortas from AngII-treated hypertensive rats displayed increased expression of *Alivec* and *Acan* along with reduced expression of contractile genes. These findings suggest that *Alivec* upregulation occurs under conditions of hypertension and aortic wall remodeling. Relevant to this, VSMCs, chondrocytes and osteoblasts are all derived from mesenchymal stem cells [55]. Moreover, arterial injury in SM22 knockout mice resulted in VSMC transformation to chondrocyte-like cells [31]. In light of these new and published findings, rodent models of atherosclerosis and chronic hypertension may reveal unique interactions between plaque formation, arterial remodeling, vascular calcification and *Alivec*. 

Our examination of lncRNA-binding proteins provided key insights into the mechanisms of action and regulation of the target genes by *Alivec* in VSMC. We previously showed that interaction of AngII-induced lncRNA *Giver* with the RNA-binding protein NONO played a role in regulating genes associated with inflammation and oxidative stress in VSMCs [23]. Herein, mass spectrometry analyses of RNA-pulldown experiments identified Tpm3 and hnRNPA2B1 as major *Alivec* interacting proteins. STRING analysis of these and other *Alivec* interacting protein-binding partners provided clues regarding potential mechanisms, through which *Alivec* regulates target gene expression and enhances the chondrocyte phenotype of VSMCs. Tropomyosins are cytoskeletal proteins that regulate smooth muscle cell contraction through interaction with actin. Levels of tropomyosin 1 (Tpm1) protein were downregulated in response to high glucose in VSMCs, and this augmented VSMC transition to a synthetic phenotype [56,57]. It is possible that AngII, by increasing cytosolic *Alivec*, could sequester Tpm3 and inhibit its functions, leading to reduction in the contractile features of VSMCs, while increasing their synthetic and chondrogenic features. Concurrently, nuclear *Alivec*, through interactions with hnRNPA2B1, might regulate other target genes in trans, including chondrogenic genes. *Alivec* overlaps an enhancer, suggesting it could potentially be an enhancer-RNA (eRNA) and may also regulate the neighboring gene *Acan* through enhancer activity. But further in-depth studies are needed to determine the enhancer effects of the *Alivec* locus and *Alivec*’s function as eRNA in VSMCs. *Spp1* is a target gene of *Alivec* that we identified and hnRNPA2B1 is involved in the regulation of *Spp1* expression in macrophages [58]. Similar to *Alivec*, *lincRNA-Cox2* is localized in the nuclear and cytoplasmic compartments of macrophages [59]. Nuclear *lincRNA-Cox2* interacts with hnRNPA2B1 and regulates the expression of immune genes in response to activation of toll-like receptor signaling [59]. Together these data suggest that *Alivec* acts via nuclear hnRNPA2B1 and cytoplasmic Tpm3 to alter gene expression and phenotype. However, additional mechanistic studies, including determining the direct functions of Tpm3 and hnRNPA2B1 in VSMCs, are needed to confirm this. 

Of translational relevance, we identified a potential human ortholog of *ALIVEC* in AngII-treated HVSMCs. Interestingly, this *ALIVEC* locus is part of a QTL associated with blood pressure. Identification of this QTL was based on the genetic analysis of inherited hypertension in rats and by further genome lift-over to humans [42]. However, the function of these variants and their association with human hypertension, has not been determined. In addition, ATAC-seq data from the transforming growth factor (TGF)-β-treated human coronary artery SMCs, identified an inducible open chromatin region in the enhancer region of the *ALIVEC* locus (Supplementary Figure S4) [60]. These data suggest, similar to the rat locus, the presence of an active enhancer element in the *ALIVEC* locus of the human genome that is responsive to TGF-β and PDGF. Furthermore, the presence of open chromatin in this region, along with the H3K27ac peak predicted as an *ACAN* regulating enhancer, supports connections between *ALIVEC*, VSMC chondrogenic-like phenotype and blood pressure. Furthermore, an EST in this region was also induced by AngII in HVSMCs. However, additional studies are needed to fully characterize the putative orthologous human transcript and determine its potential connections to human hypertension. 

Limitations of the study include the paucity of details on how *Alivec*-interacting proteins modulate VSMC function, as well as the inadequate characterization of the putative human transcript and the functional relationship to AngII-induced hypertension. Additional mechanistic studies are required to elucidate the nuclear vs. cytoplasmic actions of lncRNA *Alivec*. Examination of remodeled and calcified arteries of hypertensive rodents and humans may help in identifying *Alivec* as a potential biomarker for CVD development and progression. Nonetheless, the data presented demonstrate that a novel AngII-induced lncRNA *Alivec* regulates genes associated with the VSMC phenotypic transition to chondrocyte-like cells and is likely associated with blood pressure regulation. These results provide new insights into the role of lncRNAs in chondrogenesis and key pathologic vascular actions of AngII that could lead to new therapeutic targets for AngII-regulated CVDs. 

## 5. Conclusions

Together these results demonstrate that a novel AngII induced lncRNA *Alivec* regulates genes associated with chondrogenic transformation of VSMCs implicated in vascular dysfunction, which could lead to the identification of non-coding RNA based biomarkers and therapeutic targets for CVDs.

## Figures and Tables

**Figure 1:**
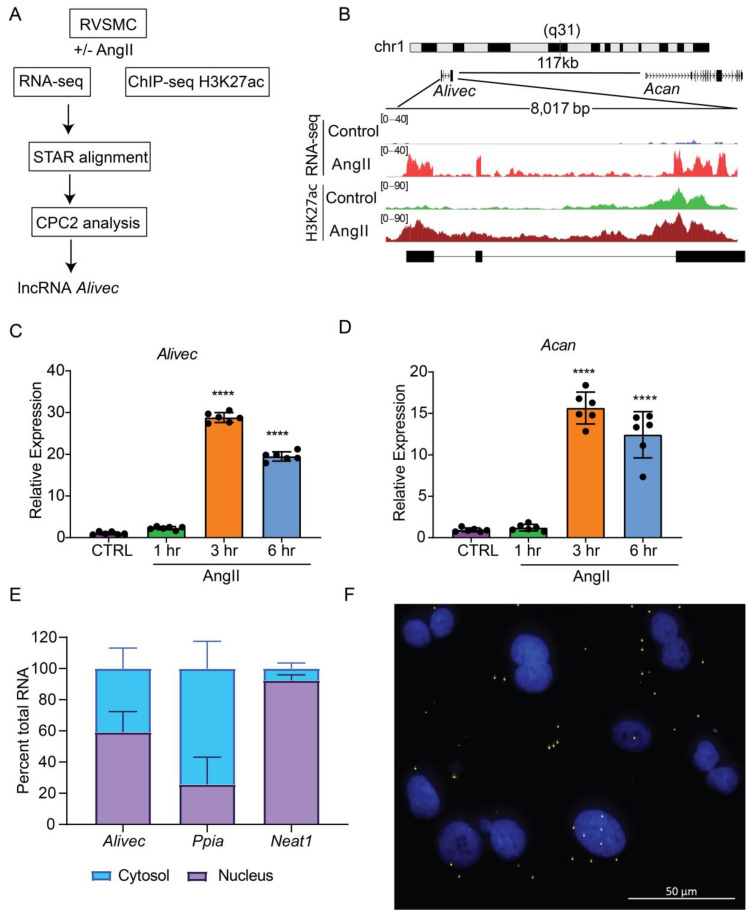
*Alivec* is an AngII-induced enhancer-associated lncRNA adjacent to chondrogenic gene *Acan* in RVSMCs. (**A**) Schematic diagram depicting RNA-seq and H3K27ac ChIP-seq alignment pipeline for the identification of lncRNA *Alivec* (AngII-induced lncRNA in vascular smooth muscle cells eliciting chondrogenic phenotype) exons, overlapping H3 lysine 27 acetylation (H3K27ac) enrichment and *Alivec*’s coding potential, which was determined using the software CPC2 (coding potential calculator 2). (**B**) Schematic showing genomic organization of *Alivec* and the neighboring gene *Acan* in the rat genome. Integrative Genomics Viewer (IGV) tracks showing *Alivec* locus with representative RNA-seq tracks (RNA-Seq) and H3K27ac ChIP-seq tracks (H3K27ac) from control- and AngII-treated RVSMCs. (**C**,**D**) RT-qPCR analysis of *Alivec* and *Acan* expression in RVSMCs treated ± AngII (100 nM) for the indicated time periods. Data presented as mean ± SD, *n* = 6 biological replicates, one-way ANOVA followed by Dunnett’s multiple comparisons test and **** *p* < 0.0001 vs. control untreated cells (CTRL (**E**) RT-qPCR analysis of *Alivec*, *Ppia* and *Neat1* showing their relative enrichment in cytosolic and nuclear fractions of AngII-treated RVSMCs. (**F**) Subcellular localization of *Alivec* in AngII-treated RVSMCs, determined by RNA–FISH analysis. *Alivec* is shown as distinct yellow spots and nuclei are stained with DAPI (blue). Scale bar 50 µm.

**Figure 2:**
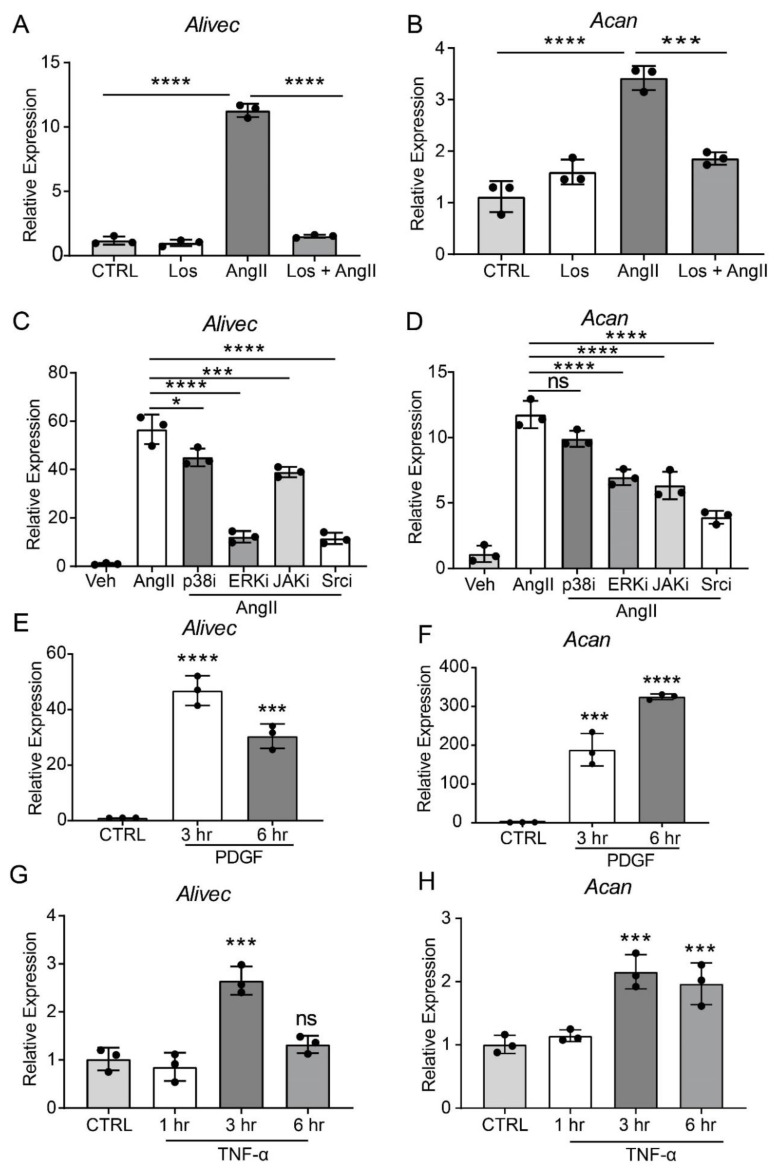
AngII-induced *Alivec* expression is regulated by AT1R and downstream kinases Src and ERK1/2. (**A**,**B**) RT-qPCR analysis of *Alivec* and *Acan* expression in RVSMCs pre-treated with the AT1R inhibitor Losartan (Los, 10 µM) for 30 min, followed by AngII treatment (100 nM, 3 h). (**C**,**D**) RVSMCs were pre-treated with vehicle DMSO (Veh) or inhibitors (i) of p38, ERK1/2, JAK and Src kinases for 30 min, followed by AngII treatment (100 nM, 3 h). (**E**–**H**) RT-qPCR analysis of *Alivec* and *Acan* expression in RVSMCs, treated with PDGF (10 ng/mL) and TNF-α (10 ng/mL). Data presented as mean ± SD. Comparisons were performed by one-way ANOVA with Tukey’s post-hoc test. (**A**–**D**) Dunnett’s multiple comparisons test (**E**–**H**), * *p* < 0.05, *** *p* < 0.001 and **** *p* < 0.0001 vs. CTRL or AngII.

**Figure 3:**
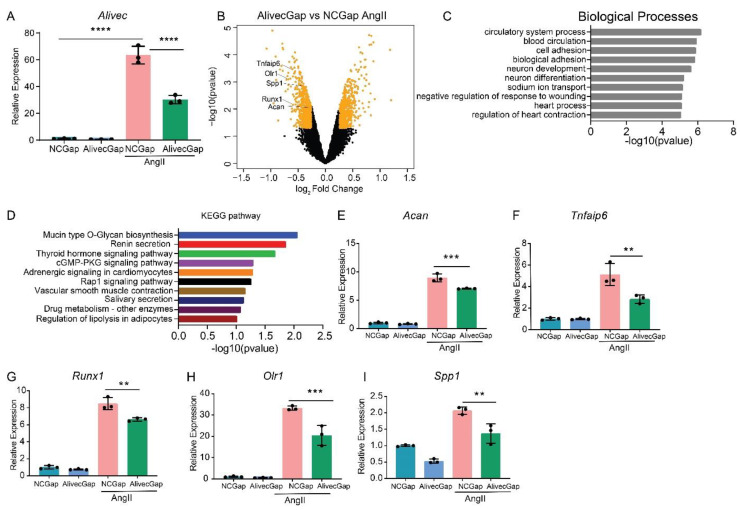
*Alivec* knockdown attenuates upregulation of AngII-induced chondrogenic genes in RVSMCs. (**A**) Knockdown efficiency of LNA GapmeR targeting *Alivec* (*Alivec*Gap) (100 nM) vs. non-targeting control GapmeR (NCGap) (100 nM), as determined by RT-qPCR. Data presented as mean ± SD, one-way ANOVA followed by Tukey’s post-hoc test and **** *p* < 0.0001 vs. indicated groups. (**B**) Volcano plot showing differentially expressed genes (orange color) in AngII-treated RVSMCs transfected with *Alivec*Gap vs. NCGap. Labeled dots indicate genes involved in chondrogenesis. (**C**) Gene ontology (GO) analysis by the TOPPGENE tool of differentially-expressed (DE) genes showing the top 10 biological processes enriched in downregulated genes after *Alivec* knockdown. (**D**) KEGG pathway analysis of differentially-expressed (DE) genes, showing the top 10 molecular pathways affected in downregulated genes after *Alivec* knockdown. (**E**–**I**) RT-qPCR validation of indicated chondrogenic genes after *Alivec* knockdown in RVSMCs treated ± AngII (100 nM, 3 h). Data presented as mean ± SD, one-way ANOVA followed by Tukey’s post-hoc test and ** *p* < 0.01 and *** *p* < 0.001 vs. indicated groups) *n* = 3 biological replicates.

**Figure 4:**
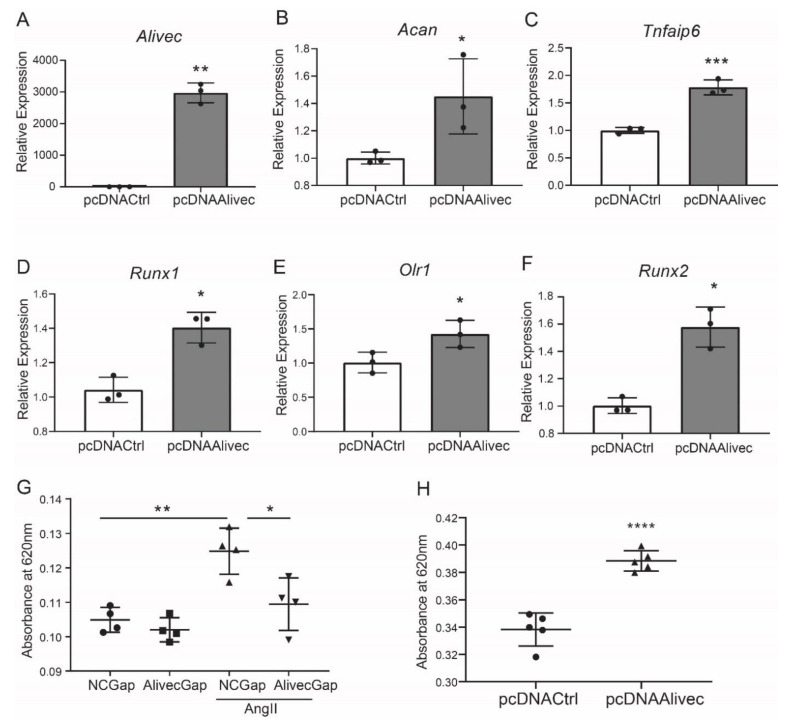
*Alivec* overexpression promotes and its knockdown inhibits the chondrogenic/osteogenic phenotype in RVSMCs. (**A**) RT-qPCR analysis showing expression of *Alivec* after transfection of RVSMC with pcDNAAlivec vs. empty vector (pcDNACtrl). (**B**–**F**) RT-qPCR analysis showing expression of target genes *Acan*, *Tnfaip6*, *Runx1*, *Olr1* and *Spp1* after overexpression of *Alivec* in RVSMCs. Data presented as mean ± SD, n = 3 biological replicates, unpaired two-tailed Student’s *t*-test and * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. pcDNACtrl. (**G**) Alcian blue staining performed on RVSMCs transfected with NCGap and *Alivec*Gap and treated ± AngII (100 nM). Data were presented as mean ± SD, *n* = 4 biological replicates, one-way ANOVA followed by Tukey’s post-hoc correction and * *p* < 0.05, ** *p* < 0.01 vs. indicated groups. (**H**). Alcian blue staining after overexpression of *Alivec* in RVSMCs. Data presented as mean ± SD, *n* = 5 biological replicates, unpaired two-tailed Student’s *t*-test and **** *p* < 0.0001 vs. pcDNACtrl.

**Figure 5:**
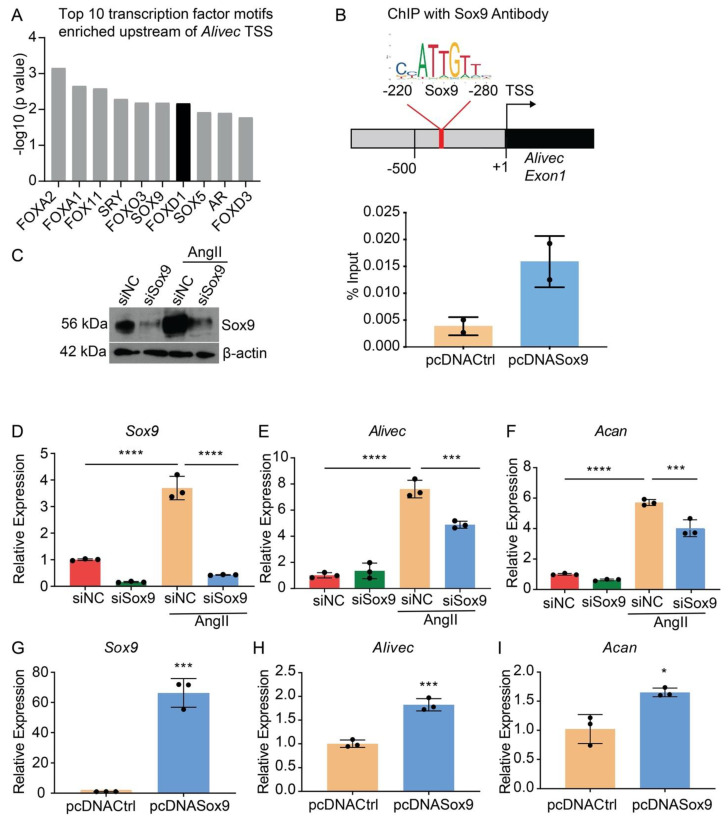
Transcription factor Sox9 controls *Alivec* expression in RVSMCs (**A**). Top 10 transcription factor (TF) binding motifs, enriched in the genomic region upstream of *Alivec* transcription start site (TSS). (**B**) ChIP assays with Sox9. Upper panel depicts schematic of the predicted Sox9-binding site upstream of *Alivec* TSS (arrow). Lower panel show ChIP-qPCR data with Sox9 antibody in RVSMCs transfected with pcDNACtrl and pcDNASox9 plasmids. ChIP-DNA was analyzed by qPCR with *Alivec* promoter primers overlapping Sox9-binding sites (*n* = 2). (**C**) Sox9 knockdown with siRNAs. Sox9 protein levels determined by Western blotting in RVSMCs transfected with siRNA targeting *Sox9* (siSox9) or negative control (siNC) oligonucleotides, and treated ± AngII (upper panel). β-actin protein levels (lower panel) were used as internal control. (**D**–**F**) RT-qPCR analysis of indicated genes in siSox9- and siNC-transfected RVSMCs at the basal level and after stimulation with AngII. Data presented as mean ± SD, *n* = 3 biological replicates, one-way ANOVA followed by Tukey’s post-hoc test and *** *p* < 0.001, **** *p* < 0.0001 vs. indicated groups. (**G**–**I**). RT-qPCR analysis of indicated genes in RVSMCs, transfected with Sox9 expression plasmid (pcDNASox9) and pcDNACtrl control plasmid. Data represented as mean ± SD, *n* = 3 biological replicates, unpaired Student’s *t*-test and * *p* < 0.05, *** *p* < 0.001 vs. control plasmid.

**Figure 6:**
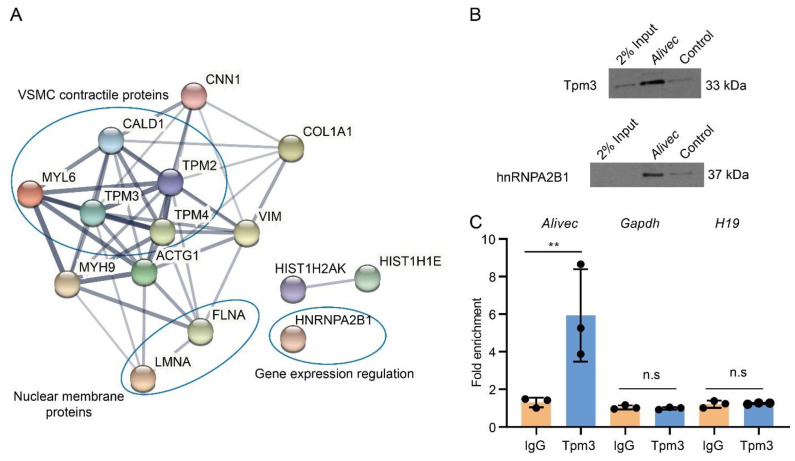
*Alivec* RNA interacts with hnRNPA2B1 and tropomyosin-3-alpha, a protein potentially associated with the contractile phenotype of VSMCs. (**A**) Network of protein complexes generated (using STRING database) from *Alivec*-specific interacting proteins identified by RNA-pulldown coupled to mass spectrometry. (**B**) Western blot analysis with Tpm3 antibody (upper panel) or hnRNPA2B1 antibody (lower panel) following RNA-pulldown assays with RVSMCs extracts using biotinylated *Alivec* RNA and poly A RNA as negative control (Control). (**C**) RNA immunoprecipitation assays with UV-cross-linked RVSMC cell extracts using anti-Tpm3 antibody and IgG as negative control. RNA from Tpm3 and IgG immunoprecipitates were analyzed by RT-qPCR, using indicated primers. Results were shown as fold enrichment over IgG. Data presented as mean ± SD, *n* = 3 biological replicates and ** *p* < 0.01 vs. IgG, using unpaired Student’s *t*-test. N.s. indicates not significant.

**Figure 7:**
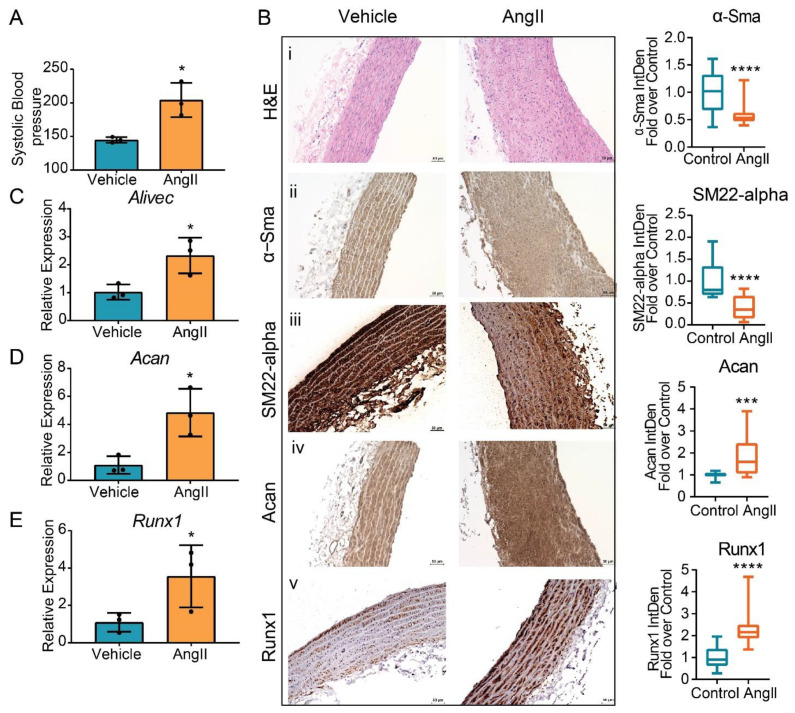
Regulation of *Alivec* and *Acan* in the aortas from a rat model of AngII-induced hypertension. (**A**) Systolic blood pressure (SBP) measured in male Sprague–Dawley rats infused with AngII or vehicle for 4 weeks. (**B**) Representative images of hematoxylin and eosin (H&E) staining (i) and IHC staining for α-Sma (ii), SM22-alpha (iii), Acan (iv) and Runx1 (v) proteins on aortic tissue sections from vehicle or AngII-infused rats, scale bar: 50 µM. Box plots on the right show the quantification of aortic staining of indicated proteins shown in panels (ii) to (v). Box plots on the right show integrated density (IntDen) expressed as fold-over control. Staining was quantified using ImageJ software in 20 different areas for each group (3 aortas in control and 3 in AngII group. Data represented as mean and minimum/maximum, unpaired Student’s *t*-test and *** *p* < 0.001 and **** *p* < 0.0001). (**C**–**E**) RT-qPCR analysis showing gene expression of *Alivec*, *Acan* and *Runx1* in aortas from AngII-infused rats in comparison to vehicle-treated rats. Data presented as mean ± SD, *n* = 3 biologic replicates and unpaired Student’s *t*-test. * *p* < 0.05 vs. vehicle.

**Figure 8:**
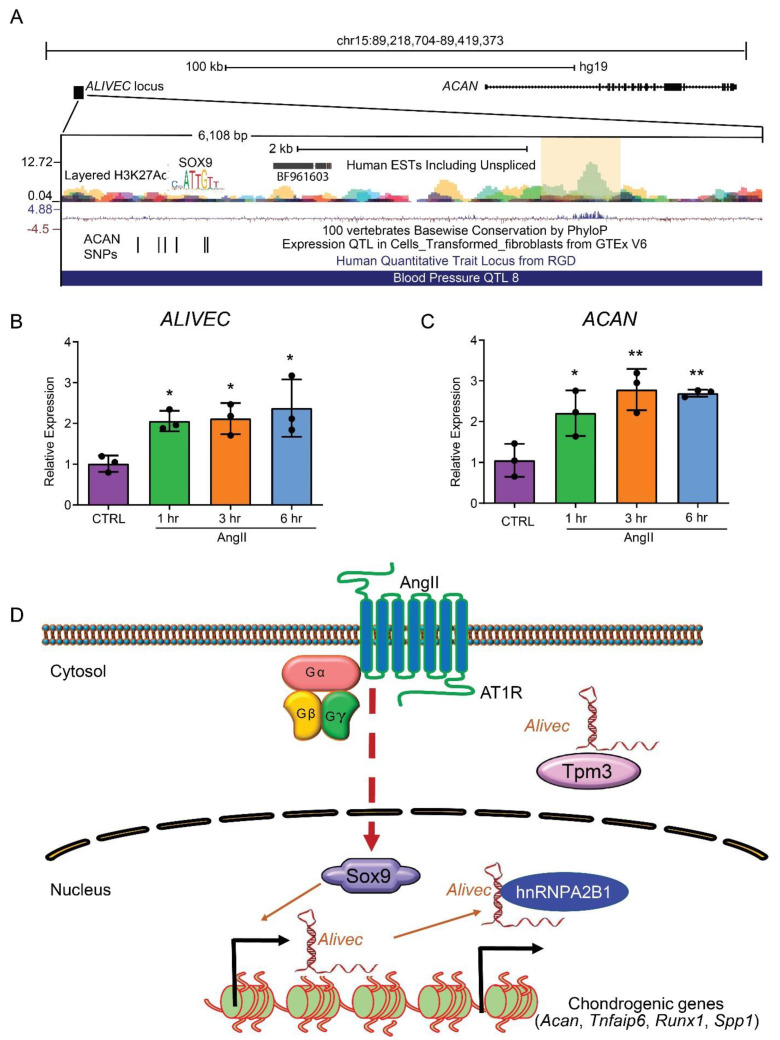
The human *ALIVEC* locus contains *ACAN* regulatory elements and a blood pressure quantitative trait locus (QTL). (**A**) UCSC human genome browser tracks showing *ACAN* to the right, *ALIVEC* locus to the left and is enlarged showing BF961603 EST (potential *ALIVEC*), *ACAN* regulating enhancer (light yellow shaded region), expression QTLs (eQTLs) that regulate *ACAN* expression and a blood pressure-associated QTL 8, stretching through *ALIVEC* locus. (**B**,**C**) HVSMCs were treated with ± AngII (100 nM) for the indicated time periods and RT-qPCR analysis of *ALIVEC* and *ACAN* expression was performed. Data presented as mean ± SD, *n* = 3 biological replicates and one-way ANOVA with Dunnett’s multiple comparisons test. (* *p* < 0.05, ** *p* < 0.01 vs. CTRL. CTRL indicates control). (**D**) Schematic model depicting the role of *Alivec* in AngII-induced VSMC chondrogenic transition. In RVSMCs, AngII induces lncRNA *Alivec* via activation of AngII type 1 receptor (AT1R) and downstream transcription factor Sox9, a master regulator of chondrogenesis. In turn, *Alivec* localized in the nucleus modulates Sox9-induced expression of chondrogenic genes, such as nearby *Acan* potentially through enhancer activity, and distantly localized *Tnfaip6*, *Runx1* and *Spp1* via trans-acting mechanisms to promote chondrogenesis. Interaction with nuclear proteins, such as hnRNPA2B1 may play a role in *Alivec* mediated gene regulation. Whereas, interactions in the cytoplasm of *Alivec* with Tpm3 proteins may disrupt contractile functions of VSMC. Thus, *Alivec* may play an important role in AngII-induced RVSMC phenotypic, switching from contractile to pathologic phenotypes associated with hypertension and CVDs.

## Data Availability

Microarray expression datasets are deposited in GEO with accession (GSE183857).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10102696/s1, Figure S1: *Alivec* characterization and full-length cloning. Figure S2: Design and efficacy of LNA-GapmeRs targeting *Alivec*. Figure S3: Microarray profiling in RVSMCs transfected with NCGap or AlivecGap. Figure S4: Chromatin accessibility at the putative human *ALIVEC* locus in human coronary artery smooth muscle cells (HCASMCs). Table S1: Primer sequences used in the study. Table S2: Complete *Alivec* sequence. Table S3: GapmeRs and siRNA sequences. Table S4: Antibodies used in the study and their source.

How the deposited data were processed for this re-analysis (not part of the article)

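RNA from RVSMCs in 4 groups of 3 arrays each (NCGap or *Alivec*Gap, with PBS or with AngII) was measured on Clariom S rat arrays. The labels number the replicates, and the methods call them independent. The p values measure the spread between these arrays. The deposited values are log2 signals of 23188 probe sets on 12 arrays, which the authors made from CEL files with the Robust Multichip Average method in Partek Genomics Suite. The background and summary options and the genome build of the probe sets are not given in the sources used here. CEL files were not used here, so the normalization was taken as deposited. The medians of the arrays were 6.68 to 6.76, 59.8% to 62.2% of probe sets reached a log2 signal of 6 on an array, and no pair of arrays was identical.

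Gene names came from the platform's gene identifiers, looked up in the RefSeq gene table of GRCr8: 15049 probe sets had 1 symbol and 8139 none. That table was used only for names, the order of neighbouring genes and the span of genes, and no coordinates are given. A probe set was tested where its log2 signal was at least 6 on at least 3 of the 12 arrays, since the methods remove signals under 6. This kept 14796 probe sets, 4605 of them without a name, and 10184 named genes counted once.

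The tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, prior degrees of freedom 4.08) on the 4 group means. The comparisons were *Alivec*Gap against NCGap with PBS, with AngII and in the mean of both, AngII against PBS with each GapmeR, and the interaction of GapmeR and AngII. Genes were called at the thresholds of the study (a fold change of at least 1.20 and an unadjusted p under 0.05) and at a Benjamini-Hochberg adjusted p under 0.05. The methods name an analysis of variance in Partek, and its terms are not given in the sources used here. A response to AngII was compared between GapmeRs over the probe sets with an adjusted p under 0.05 and at least 1.5-fold in the mean AngII effect of both GapmeRs, a choice that does not favour a smaller response with either.

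Of 26 gene lists, 25 had at least 5 tested members. They hold the 5 chondrogenic genes of the study, genes of cartilage, calcification, contraction, cGMP signaling, O-glycan biosynthesis, adhesion, circulation, sodium transport, the early AngII response, inflammation, fibrosis, the interferon, p53 and stress responses, the cell cycle, cholesterol and vasoactive receptors, the neighbours of *Acan*, reference genes, and markers of endothelial cells, leukocytes, adventitial fibroblasts and Schwann cells. The list of adipocyte markers had too few tested members. The lists of pathways and processes were written from memory and stand in for the databases of the study, which were not used here. Lists were tested with camera at a preset correlation of 0.01 between genes and with an estimated one, with fry, and with a one-sided Fisher's exact test among the lower genes at the study thresholds against all tested named genes. P values were adjusted over the lists of a comparison, and members were also counted when adjusted over the list alone.

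The named genes are the 10 with the largest change in each direction at an adjusted p under 0.05, filled up by those at the study thresholds where fewer passed, every gene the study names, and the 4 members of each list with the smallest p, and the text gives those of interest at each claim. Where 1 of the 2 groups had a mean under log2 6, that mean was set to 6 and the fold is given as a bound. The lists, this rule, the tests and the alternatives were fixed before the data were examined, but the values of *Acan*, *Tnfaip6*, *Runx1*, *Olr1* and *Spp1* in Fig. 3B had been seen. The alternatives were tests without moderation of the spread, with only the groups compared, with a prior that follows the signal, with another filter or none, with arrays quantile normalized once more or centred, with the replicate number as a term, with array weights, with each gene counted once, and without each array in turn. A correction for gene span, the SD of each array as a covariate, the leaving out of long genes, the leaving out of probe sets with a group mean under log2 6 and the reverse slope were added after the data were seen. Other splits of the arrays were counted, 100 of them drawn where there were more.

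The tests were run on simulated data for *Alivec*Gap against NCGap with AngII over 14796 genes. At an adjusted p under 0.05 they found 95.5% of genes changed 2-fold, 67.2% of those changed 1.5-fold and 7.46% of those changed 1.2-fold, and called 4 of 14596 unchanged genes, while the study thresholds called 315 of these. A slope of 1 was found as 0.988 and a slope of 0.8 as 0.801. The simulated noise was drawn for each gene on its own, without shifts that genes share on an array. These slopes and counts of unchanged genes therefore do not show how far chance can move them on the real arrays. There, drawn splits other than the real one gave slopes as low as 0.884.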

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

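The test of the share of long genes over other splits, the count of the slope over all 200 splits, the tests of the chondrogenic genes with every group mean at least log2 6 or without *Spp1*, the tests of the AngII-induced part of *Alivec* and of an action of the GapmeR on other transcripts, and the fit with the SD of each array as a covariate were chosen only after the result was seen.

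Over the 1137 probe sets that responded to AngII, the response was smaller with *Alivec*Gap than with NCGap, with a slope of 0.883 (SD 0.0321 over the 81 combinations of 1 array per group), and the slope was examined because it compares the 2 responses themselves. The combinations share arrays and hold 1 array per group, so this SD is not the error of the slope of the group means. Of 100 drawn splits of the arrays, 1, the real one, gave a slope as far below 1, but the next reached 0.884. Of all 200 splits, 1, the real one, had a slope as low, the lowest of the others being 0.8832 against 0.8831. Of these 200, 11, the real one included, lay at or below 0.902, the highest real slope with an array left out, so chance is not firmly excluded. A compressed signal on the *Alivec*Gap AngII arrays would need a slope near 0.883 among the 5120 genes without a response to AngII. That slope was 0.995 (0.978 to 1.01 with arrays left out), whose low end lies just under the bound set before and far above what compression needs. The deposited values had been normalized across arrays, which brings their signal ranges close to each other, so this holds for the deposited values only. Compression before the normalization was not tested. A loss in the chondrogenic genes beyond that in other induced genes was not seen, since the median response kept by the 5 lay at percentile 30.7 of random sets of 5 from 621 induced genes (23.0 to 46.3 with arrays left out), that of the 4 without *Olr1*, whose PBS signals lie under log2 6, at 34.1 (25.7 to 48.2), that of the 4 without *Spp1*, which is not in the induced set, at 26.8 (19.3 to 39.0) and that of the 3 without either at 26.4 (16.4 to 44.2), the sets without *Olr1* being drawn from the 555 induced genes with every group mean at least log2 6, though so few genes can miss a modest loss. Apart from chance, a weaker AngII response after loss of *Alivec* may explain the slope and stays a hypothesis, as does an action of the GapmeR apart from *Alivec*, as no second GapmeR against *Alivec* is among the arrays used here.

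Of the 175 named genes lower in the mean effect of *Alivec*Gap at an adjusted p under 0.05, 53.1% span at least 100 kb, against 5.79% of the 121 higher genes and 11.0% of all tested named genes, a signal that the text of the paper does not mention. Chance was not excluded by the planned count, in which 10 of 100 splits gave a rank correlation of span and effect as far below 0 as -0.174 (the farthest -0.232), while in the count of long genes among as many lowest-ranked genes 1 split, the real one, reached 53.1%, the highest other being 44.6%. The tables argue against low signal, since the lower genes had a median span of 105 kb and lists matched on signal 13.5 to 32.1 kb, and against a signal range that differs between arrays, since the median span stayed 4.98 times that of all tested genes with the SD of each array as a covariate. Loss of the AngII-induced part of *Alivec* as the whole cause would need a much smaller effect with PBS. In the long lower genes the effect with PBS was 0.867 of that with AngII (0.768 to 0.996 with arrays left out). These genes were picked by the mean of both effects, which favours genes lower with both, so the ratio holds for them and not for all long genes. A part that depends on AngII stays open, since over all named genes the rank correlation of span and effect was -0.0703 with PBS, -0.217 with AngII and -0.137 for the interaction. An action of the GapmeR on other transcripts, whose long introns may offer more sites, stays open, as the higher genes had a median span of 20.5 kb (12.2 to 36.6 kb in matched lists), and an action of the *Alivec* present without AngII was not tested.

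For the interaction of GapmeR and AngII at the study thresholds, 35 of 100 drawn splits gave as many genes as the real 692, so chance is not excluded. The highest of the others was 1918. After the group means were removed, same-numbered arrays of different groups had a mean correlation of 0.116 and other pairs -0.058. Whether such a structure of the samples gave the 1918 was not tested. For the mean effect of *Alivec*Gap at an adjusted p under 0.05, 1 of 100 splits, the real one, gave as many as 404 probe sets, the highest other gave 1, and chance can be excluded by this count. For pairs of groups there are 10 splits, too few for a share under 0.05. For *Alivec*Gap against NCGap with PBS, 2 of the 10 reached the real count of 729 (highest other 903). At an adjusted p under 0.05 the real split gave 59 probe sets with PBS and 121 with AngII and the highest others 1 and 0. In the other 3 comparisons at the study thresholds 1 of the 10 did, the real one, with 903 against 589 at most for *Alivec*Gap against NCGap with AngII, 4616 against 1195 for AngII with NCGap and 4092 against 524 for AngII with *Alivec*Gap.

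The response to AngII differed between the GapmeRs for 3 lists in camera, each lower with *Alivec*Gap: the study's chondrogenic genes (adjusted p = 0.0243, and adjusted p = 0.411 with an estimated correlation), the early response genes of AngII (adjusted p = 0.0243, and adjusted p = 0.595 with an estimated correlation) and the inflammatory genes (adjusted p = 0.0213, and adjusted p = 0.411 with an estimated correlation). The study chose its chondrogenic genes on these samples, and their fall with AngII is a part of this contrast, so that list is not independent evidence. Within it, *Spp1* went the other way, with a response 1.45 times that with NCGap. A smaller response over all AngII-responsive probe sets would by itself lower a list rich in genes that AngII raises. These tests therefore do not show a loss particular to the 3 lists. The inflammatory list was higher with PBS and did not pass with AngII for *Alivec*Gap against NCGap, so its difference lies mostly in the level with PBS. In the mean effect of *Alivec*Gap, outside the lists the paper discusses, the inflammatory list was higher (adjusted p = 2.9e-04), as were the interferon list (adjusted p = 1.1e-11) and the cell cycle list (adjusted p = 4.5e-06), each with an adjusted p = 0.253 with an estimated correlation. The list of the unfolded protein and integrated stress response was lower (adjusted p = 0.0045, and adjusted p = 0.467 with an estimated correlation). AngII with NCGap, a comparison that the text of the paper does not give for the arrays, though its supplementary figures were not used here, changed 4620 probe sets at an adjusted p under 0.05.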

How the results depend on the processing

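The fits with the span correction, with the SD of each array as a covariate, with named genes only, without genes of at least 100 kb and with every group mean at least log2 6, and the reverse slope, are tests chosen only after the result was seen. Of 284 counts and slopes under other settings, 236 stayed within 1.5 times the reported count or within the spread of the reported value and 48 moved. The cause was not tested except where fewer genes or arrays show it. The slope of the AngII response ranged from 0.859 to 0.909 over the settings and from 0.872 to 0.902 with an array left out, over probe sets with every group mean at least log2 6 it was 0.888, the reverse slope was 1.09 and the ratio of root mean squares 0.898. For *Alivec*Gap against NCGap at an adjusted p under 0.05, with PBS and with AngII, the counts were 12 and 74 without moderation of the spread, 1 and 26 with only the groups compared (fewer arrays), 204 and 335 with a prior that follows the signal (731 and 13 lists in the mean effect), and 10 and 25 with no filter (201 in the mean effect), while quantile normalization gave 89 and array weights 195 with PBS. At the study thresholds these were 1163 and 1367 with no filter, where the interaction gave 1087, and 1145 with PBS under array weights (NCGap PBS replicate 1 weighed 2.29 and replicate 3 0.454), where the interaction gave 1195 genes and 0 lists. With the replicate number as a replicate block they were 795 and 974, and 9 of 18 same-numbered pairs of arrays correlated over 0.1 after the group means were removed, but no source used here says that the numbers mark shared cultures. Centring the arrays moved the split of AngII against PBS with *Alivec*Gap from 2458 lower and 1634 higher to 1911 and 2027, and that of *Alivec*Gap against NCGap with AngII to 429 and 467. With an estimated correlation 0 lists passed with PBS, 1 with AngII (the chondrogenic list), 3 for AngII with either GapmeR, and 0 for the mean effect and the interaction, and with fry 1, 3, 16 and 0 passed for the knockdown with PBS and with AngII, AngII with NCGap and the interaction. The share with a smaller response was 77.9% at 2-fold or more, 60.8% when picked by the AngII effect with *Alivec*Gap and 82.2% when picked by that with NCGap. The span correction gave 462, 568 and 358 at the study thresholds (230 lower and 232 higher with PBS, 264 and 304 with AngII, and 151 and 207 in the mean effect), and the SD covariate 124 and 254 at an adjusted p under 0.05. Without long genes and unnamed probe sets, which leaves fewer to test, the counts at the study thresholds and at an adjusted p under 0.05 were 382 and 16 with PBS, 468 and 31 with AngII, 2940 and 3073 for AngII with NCGap, 2579 and 2535 for AngII with *Alivec*Gap, and 283 and 170 for the mean effect, and the interaction gave 418. The excess of lower genes after *Alivec*Gap turned there, to 162 lower and 220 higher with PBS, 177 and 291 with AngII and 91 and 192 in the mean effect at the study thresholds, and to 4 and 12, 11 and 20, and 67 and 103 at an adjusted p under 0.05, from 304 and 274 and 244 and 160 in the mean effect with all genes, so that excess was not found without long genes and unnamed probe sets. With named genes only it turned in the mean effect at the study thresholds, to 198 and 208, and not in the other 5 counts, which were 258 and 235 with PBS and 324 and 317 with AngII at the study thresholds, and 30 and 25 with PBS, 51 and 45 with AngII and 191 and 130 in the mean effect at an adjusted p under 0.05. The direction with more probe sets at the study thresholds also turned in 2 of 12 fits with an array left out with PBS, 2 of 12 with AngII and 4 of 12 in the mean effect, and at an adjusted p under 0.05 in 2 of 12 with PBS (45 and 61 without NCGap PBS replicate 3, and 5 and 11 without *Alivec*Gap PBS replicate 1), 1 of 12 with AngII (26 and 34 without NCGap AngII replicate 3) and 1 of 12 in the mean effect (157 and 159 without that array). The split with PBS at an adjusted p under 0.05, 30 lower and 29 higher, also turned in 5 of 14 other settings. Among these were 33 and 43 with the replicate block and 4 and 6 with no filter. With an array left out, where a group of 2 is assumed to vary like the others, the count with PBS was 722 to 1331 at the study thresholds (1331 without NCGap PBS replicate 3) and 3 to 106 at an adjusted p under 0.05 (3, 14 and 106 without NCGap PBS replicates 1, 2 and 3, 16, 12 and 4 without *Alivec*Gap PBS replicates 1, 2 and 3, 31 and 32 without NCGap AngII replicates 1 and 2, and 37 without *Alivec*Gap AngII replicate 2). With AngII it was 18 to 156 (29, 20 and 60 without NCGap AngII replicates 1, 2 and 3, and 18, 69 and 19 without *Alivec*Gap AngII replicates 1, 2 and 3). The mean effect gave 225 to 404 (268, 267 and 225 without NCGap PBS replicate 1, NCGap AngII replicate 2 and *Alivec*Gap AngII replicate 1), the interaction 553 to 1289 (1289 without NCGap PBS replicate 3) and 0 to 3 lists (0 without NCGap PBS replicate 3, NCGap AngII replicate 2 or *Alivec*Gap AngII replicate 1), and the share with a smaller response was 67.8% to 73.7%. Of 1088 values of named genes under other settings, 983 kept their direction and side of the threshold, 51 lost and 50 gained an adjusted p under 0.05, and 4 near 0 changed sign, which were *Tagln* 0.0046 with quantile normalization, *Gapdh* 0.0038 with centred arrays, and *Ppia* -5.8e-04 with array weights and -0.032 with the span correction. Of 960 with an array left out, 852 kept both, 87 lost and 9 gained it, and 12 changed sign, all of *Ppia*, *Gapdh*, *Tagln*, *Tpm3* and *Agtr1b*. Their ranges were -0.0067 to 0.023 for *Ppia*, -0.030 to 0.0079 for *Gapdh*, -0.035 to 0.026 for *Tagln*, -0.10 to 0.0072 for the *Tpm3* probe set with the highest mean (-0.05) and -0.12 to 0.13 for *Agtr1b*. Of 584 list calls under other settings 60 were lost, and of 480 with an array left out 24. Probe sets with a log2 signal under 6 lie near the background and limit what the arrays can show.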

Differences from the paper's values

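For *Alivec*Gap against NCGap with PBS, the paper reports 1169 differentially expressed genes and the arrays gave 729 at the same thresholds. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's without a filter on low signal (1163), with array weights (1145), with the replicate number as a term (795), and without NCGap PBS replicate 2 (787), NCGap PBS replicate 3 (1331) or *Alivec*Gap PBS replicate 3 (801). It did not with the other alternatives, which were no moderation of the spread, only the groups compared, a prior that follows the signal, a filter on the mean signal, quantile normalization once more, centred arrays, each gene counted once and the other arrays left out. For the lower genes with PBS the paper reports 676 and the arrays gave 398. The alternatives within 1.5 times were no filter on low signal (654), array weights (619), and the fits without NCGap PBS replicate 2 (490), NCGap PBS replicate 3 (647) or *Alivec*Gap PBS replicate 3 (458), and the others, the replicate number as a term among them, were not. With AngII the paper reports 1294 and the arrays gave 903, which is within 1.5 times. That count was 1367 with no filter, 937 with array weights and 942 without NCGap PBS replicate 3, so the fit with no filter lay nearest among these. The methods do remove low signals, by a rule whose number of arrays is not given in the sources used here, and the cause stays open.

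The paper names pathways of O-glycan biosynthesis, cGMP signaling and smooth muscle contraction as enriched after the knockdown. Lists that stand in for these pathways were not over-represented among the lower genes with AngII (one-sided Fisher's exact test, adjusted p = 0.571, 0.356 and 0.223), while *Prkg1* of the last 2 lists was lower. These lists were written from memory and are not those of the paper's databases. The lower genes here are the named ones among 480 probe sets, where the paper reports 664 lower genes with AngII. The legend of Fig. 3D does not say whether its lower genes are those with AngII. So these tests are no rerun of the paper's enrichment. The lists for cell adhesion and circulation were over-represented among the lower genes with AngII in Fisher's exact test (adjusted p = 0.0030 and 0.0143), as the paper states for these processes. Over the whole lists, camera gave an adjusted p of 0.238 for cell adhesion (0.759 with an estimated correlation) and 0.0074 for circulation (0.0761 with an estimated correlation), and 26.4% of the tested adhesion genes span at least 100 kb, against 11.0% of all tested named genes, and whether length explains the over-representation was not tested.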

Other observations

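None of the tests here was chosen only after the result was seen. With *Alivec*Gap and AngII, 11 of 27 tested interferon response genes were higher at the study thresholds and 0 were lower (9 higher when adjusted over the list alone), and *Parp9*, a mono-ADP-ribosyltransferase of that response, rose by 0.42 on the log2 scale (adjusted p = 0.0427 from limma). The list was higher in camera (adjusted p = 4.6e-09, and adjusted p = 0.412 with an estimated correlation). Of 49 cell cycle genes 8 were higher and 0 lower, 5 of them when adjusted over the list alone, and *Ccnd1*, cyclin D1, rose by 0.37 (adjusted p = 0.0203). The cell cycle list had an adjusted p = 1.6e-04 in camera, and adjusted p = 0.412 with an estimated correlation. Of 48 early response genes of AngII, 6 were lower and 0 higher (3 lower when adjusted over the list alone). Among them *Rcan1*, a regulator of calcineurin, had a log2 fold change of -0.31 (adjusted p = 0.0939), *Plaur*, the urokinase receptor, -0.35 (adjusted p = 0.120) and *Egr2*, a transcription factor, -0.27 (adjusted p = 0.124). That list had an adjusted p = 0.0041 in camera, and adjusted p = 0.412 with an estimated correlation.

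Of 32 inflammatory genes 4 were higher and 2 lower. Complement *C3* rose by 0.64 (adjusted p = 0.0030) and the lipocalin *Lcn2* by 0.65 (adjusted p = 0.0186), and *Nox4*, an NADPH oxidase that spans at least 100 kb, fell by 0.55 (adjusted p = 0.0227). The list had an adjusted p = 0.268 in camera with AngII and 1.5e-06 with PBS (adjusted p = 0.339 with an estimated correlation), where 8 genes were higher, among them the chemokine *Ccl20*, which rose by 0.85 (adjusted p = 0.0157). Of 21 osteogenic and calcification genes 3 were lower and 2 higher (adjusted p = 0.238 in camera). *Enpp1*, which makes the calcification inhibitor pyrophosphate, fell by 0.48 (adjusted p = 0.0203), and *Mgp*, another inhibitor of calcification, had a log2 fold change of 0.35 (adjusted p = 0.203). Of 22 cartilage matrix genes and regulators 3 were lower and 2 higher (adjusted p = 0.558), and *Runx2*, which spans at least 100 kb, had a log2 fold change of 0.34 (adjusted p = 0.326).

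Of 39 genes of the unfolded protein and integrated stress response 1 was lower and 0 were higher (camera, adjusted p = 0.0016, and adjusted p = 0.412 with an estimated correlation). The other lists did not pass in camera with *Alivec*Gap and AngII: fibrosis (adjusted p = 0.486), p53 targets (0.866), cholesterol (0.663), vasoactive receptors (0.866), sodium transport (0.271), reference genes (0.735), and markers of endothelial cells (0.663), leukocytes (0.601) and Schwann cells (0.735). Of other genes the study names, the contractile genes *Acta2*, *Tagln* and *Tpm1* had log2 fold changes of -0.04, -0.01 and -0.02, *Hnrnpa2b1* 0.05, and *Ppia* and *Gapdh*, used as references, 0.00 and -0.01, with adjusted p from 0.857 to 0.990, and the AngII receptor *Agtr1b* had signals under log2 6 with AngII. The 3 probe sets of *Tpm3* had -0.33, -0.05 and -0.03, of which the first passed the study thresholds (adjusted p = 0.257).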
